# Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts

**DOI:** 10.1101/gr.270918.120

**Published:** 2021-05

**Authors:** Xiaoli Ma, Tom Denyer, Marie Javelle, Antje Feller, Marja C.P. Timmermans

## Abstract

Development of complex organisms requires the delicate and dynamic spatiotemporal regulation of gene expression. Central to this are microRNAs (miRNAs). These mobile small RNAs offer specificity in conveying positional information and versatility in patterning the outcomes of gene expression. However, the parameters that shape miRNA output during development are still to be clarified. Here, we address this question on a genome-wide scale, using the maize shoot apex as a model. We show that patterns and levels of miRNA accumulation are largely determined at the transcriptional level, but are finessed post-transcriptionally in a tissue-dependent manner. The stem cell environments of the shoot apical meristem and vasculature appear particularly liable to this. Tissue-specific effects are also apparent at the level of target repression, with target cleavage products in the vasculature exceeding those of other tissues. Our results argue against a clearance mode of regulation purely at the level of transcript cleavage, leading us to propose that transcript cleavage provides a baseline level of target repression, onto which miRNA-driven translational repression can act to toggle the mode of target regulation between clearance and rheostat. Our data show how the inherent complexities of miRNA pathways allow the accumulation and activity of these small RNAs to be tailored in space and time to bring about the gene expression versatility needed during development.

Multicellular development reflects a delicate succession of cell fate decisions, carefully coordinated in space and time by complex networks of transcription factors (TFs) that convert inputs from positional signals into differential patterns of gene expression. The expression of central TF network components is itself dynamic and precisely regulated to ensure robustness in developmental processes. MicroRNAs (miRNAs) play essential roles in this regulation, and over half of the deeply conserved miRNAs in plants target developmental TFs (Axtell et al. 2007; Cuperus et al. 2011). In addition, conserved miRNA-TF modules have been co-opted repeatedly over the course of evolution for major developmental innovations such as the formation of vasculature, meristems, leaves, roots, flowers, and seed (Plavskin and Timmermans 2012).

miRNA regulation allows for unprecedented versatility in the outcomes of gene expression. In complex with ARGONAUTE (AGO) effector proteins, miRNAs bind in a homology-dependent manner to target transcripts and trigger their site-specific cleavage and/or translational repression (TR) (Yu et al. 2017). On a cellular level, these silencing mechanisms can result in a complete suppression of target accumulation or serve as a rheostat to dampen the noise inherent in gene expression (Voinnet 2009). When mobile positional information coordinates these outcomes on a tissue level, miRNA regulation can promote the formation of spatiotemporal patterns of target gene expression, or when in the rheostat mode, it can refine domains of target activity. Moreover, stemming from their ability to move from cell to cell through plasmodesmata (Vatén et al. 2011), miRNAs can themselves convey the positional information needed to generate developmental patterns (Chitwood et al. 2009; Carlsbecker et al. 2010; Miyashima et al. 2011; Knauer et al. 2013; Skopelitis et al. 2017; Han et al. 2020). As signaling molecules, miRNAs provide a unique degree of specificity and a direct, fully intrinsic mode of action, independent from complex signal transduction pathways, which allows precise and rapid cell fate transitions (Klesen et al. 2020).

The accumulation gradients resulting from the cell-to-cell movement of miRNAs give rise to a variety of patterning effects. For example, xylem cell fates in the root stele are specified according to a miR166 mobility gradient, originating from the endodermis, that establishes an inverse gradient of HD-ZIPIII TF activity (Carlsbecker et al. 2010; Miyashima et al. 2011). However, the opposing miR166 and tasiARF gradients that specify adaxial–abaxial polarity within the leaf generate sharp on-off boundaries of target gene expression via a morphogen-like, threshold-based readout (Skopelitis et al. 2017). The binary shift in gene expression reflects a switch in miRNA activity triggered by the relative levels of small RNA to target that dictates whether miRNAs block target accumulation or show rheostat behavior. The sensitivity with which the miR166 and tasiARF gradients pattern their targets provides a means to flexibly position the adaxial–abaxial boundary in response to environmental or intrinsic cues, while maintaining the required developmental robustness. Finally, mobile small RNA gradients can be tuned to produce stochastic patterns of gene expression (Skopelitis et al. 2017), which are often favored in scenarios in which a bet-hedging of cell fate choices is needed to survive an unpredictable environment. A possible example of this is seen in moss, in which tasiARF generates a stochastic pattern of ARF expression to balance stem cell differentiation in response to environmental cues (Plavskin et al. 2016).

miRNAs thus provide positional information that instructs developmental decisions, and through their versatile regulatory action on targets, lend robustness to developmental programs while allowing for developmental plasticity. The combination of these properties together with their high specificity and rapid mode of action enable the precise regulation of targets across the confined domains commonly found in developmental contexts. Although the contributions of miRNA-directed gene regulation to developmental patterning are quite well established (Voinnet 2009; D'Ario et al. 2017; Klesen et al. 2020), how the accumulation, efficacy, and readout of miRNAs is regulated in space and time to create the necessary developmental precision remains poorly understood. The efficiency of miRNA processing by DICER-LIKE1 (DCL1) is dependent on precursor secondary structure (Bologna et al. 2009). Complementarity is likewise an important variable governing miRNA-target recognition and silencing efficiency (Li et al. 2014a; Liu et al. 2014; Zheng et al. 2017; Agarwal et al. 2018). However, these properties are invariant across development, leaving open the question as to what parameters govern miRNA function in developmental contexts. Here, using the maize shoot apex as a paradigm, we address this question on a genome-wide scale and highlight how the complexity inherent within the miRNA pathway allows regulation of these small RNAs and their action on targets to be tailored to bring about the gene expression versatility needed during development.

## Results

### Subfunctionalization within miRNA families

To understand parameters that shape the spatiotemporal patterns of miRNA activity during development, we took advantage of a recently described high-resolution maize shoot apex expression atlas (Knauer et al. 2019). The SAM is a specialized niche located at the tip of the growing plant shoot that orchestrates the balance between stem cell proliferation and organ initiation essential for post-embryonic shoot growth. The SAM provides a perfect context to study miRNA regulation. Cell fates within the growing niche are continuously defined, and the dynamic expression of key fate determinants is regulated in space and time via miRNA control (Fouracre and Poethig 2016). The expression atlas captures genome-wide expression profiles for the whole meristem, the stem-cell-containing central zone (CZ), the incipient leaf (P0) at the meristem periphery, and the L1 and L2 lineage layers overlaying these meristem regions, as well as for developing leaf primordia P1, P2, and P3, the internode primordium, and vasculature (Fig. 1A; Knauer et al. 2019). Considering the important contributions of small RNAs to adaxial–abaxial leaf polarity (Kuhlemeier and Timmermans 2016), we further expanded the atlas with new expression data for both the adaxial and abaxial sides of P2-P3 leaf primordia (Fig. 1A; Supplemental Fig. S1; Supplemental Data Set S1).

**Figure 1.**
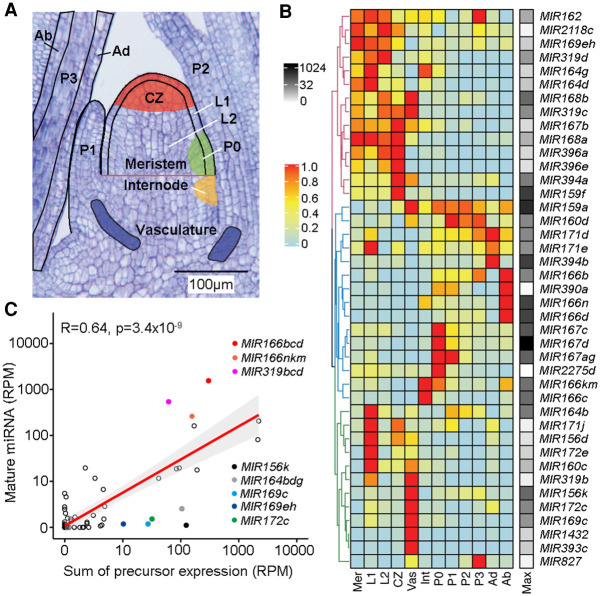
The patterns and levels of miRNA accumulation are principally determined at the transcriptional level. (*A*) Longitudinal section of a B73 maize seedling apex illustrating the 12 domains represented in the expression atlas. Adapted from Knauer et al. (2019). (*B*) Heatmap of 41 miRNA precursors expressed (RPM ≥1) across the maize shoot apex domains. Hierarchical clustering reveals three major clusters. Expression values are normalized per precursor from 0 (lowest value) to 1 (highest value) (Methods). The maximum expression value (RPM) of precursors across all domains is shown to the *right* of the heatmap (black–white scale). (Mer) meristem; (CZ) central zone; (Int) internode; (Vas) vasculature; (Ad) adaxial; (Ab) abaxial; (Max) maximum expression. (*C*) Mature miRNA and precursor expression levels are highly significantly correlated (*r* = 0.64, *P* < 3.4 × 10^−9^). Prominent outliers with higher or lower than expected mature miRNA levels are highlighted.

The 28 confirmed maize miRNA families comprise 141 precursor genes (Supplemental Table S1). Although the miRNAs are broadly conserved across land plant evolution, the individual families themselves continue to diverge. The number of precursor genes per family varies relative to other plant species (Baldrich et al. 2018), and single-nucleotide polymorphisms at the level of the mature miRNA are not uncommon (Supplemental Table S1; Supplemental Data Set S1). This is also apparent from their patterns of expression. Together, 41 of the 141 miRNA precursors show expression (≥1 RPM) in at least one of the 12 shoot apex domains (Fig. 1B; Supplemental Data Set S1). For most miRNA families, only a small subset of precursors was detected, pointing to considerable functional diversity among family members (Supplemental Data Set S1).

Those precursors detected in the apex reveal a further division of labor. Hierarchical clustering revealed three major clusters reflecting expression in the meristem, leaf primordia, and vasculature (Fig. 1B). This spatial separation mirrors that previously observed for TFs, which was found to be predictive of tissue identity within the apex (Knauer et al. 2019). Within the main clusters, select defined subclusters point to specialized functions (Fig. 1B; Supplemental Fig. S2A). For instance, several precursors within the miR166 family are expressed primarily on the abaxial side of leaf primordia, consistent with the recorded role of miR166 in specifying abaxial identity (Juarez et al. 2004; Nogueira et al. 2007), and multiple *MIR167* precursors show strong preferential expression in the P0 incipient primordium. However, individual miRNA family members more often show expression in different domains and to substantially different levels (Supplemental Fig. S2). For example, *MIR169c* and *MIR169eh* show complementary expression profiles, marking the vasculature and meristem, respectively. Also, *MIR394b* is strongest expressed on the adaxial side of leaf primordia, whereas *MIR394a,* though expressed here too, is predominantly expressed in the vasculature and CZ (Supplemental Fig. S2B). This augments the presence of substantial functional diversification among miRNA family members. Moreover, the distinct, largely domain-specific expression of miRNA precursors indicates that the spatiotemporal patterns of miRNA activity must result in part from intricate regulation at the transcriptional level. Accordingly, diversification of promoter elements likely caused select precursor genes to fulfill specialized functions in the SAM, vasculature, or leaf primordia. Conversely, it is notable that precursors for a widely diverse set of miRNAs are expressed within each of these domains, pointing to complex combinatorial inputs from multiple miRNAs on cell identity.

### miRNA abundance is largely defined at the transcriptional level

The numerous steps involved in the biogenesis of miRNAs leaves lots of scope for spatiotemporal regulation of miRNA accumulation also at the post-transcriptional level. Complementing RNA-seq with small RNA-seq data provides an opportunity to assess regulation of miRNA accumulation at this level. Accordingly, small RNA-seq was performed on the maize apex, comprising the SAM and up to four-leaf primordia. 

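Mature miRNAs were counted in 1 small RNA library, made from total RNA of the apices of 14-d-old B73 seedlings. The plants were grown in 16 h light and 8 h dark. Day and night temperatures were 24°C and 20°C by the paper and 25°C and 21°C by the sample labels. The authors trimmed the reads with cutadapt 1.13, aligned them to B73 RefGen_v3 with Bowtie 1.1.2, removed reads from structural RNAs and counted the reads of each mature miRNA sequence of miRBase. In Supplemental Data Set S5 the library has 205391907 raw reads, of which 102985786 mapped. The authors' RPM values are relative to these mapped reads, so that 3 reads, the upper limit that a count of 0 allows, equal 0.0291 RPM. The deposited table has 161 entries, 1 for each precursor of a mature miRNA, and repeats the count of a sequence for every precursor that can produce it. Entries with the same sequence were therefore merged and counted once. For 33 of the distinct sequences more than 1 precursor is listed, and their reads cannot be assigned to 1 locus. There is no replicate library, so differences between miRNAs have no replicate check. The reads carry no molecular identifiers, and the intervals and limits given for counts and shares cover counting error only. The precursor level set beside each mature miRNA is the sum of the RPM values of all its precursors in Supplemental Data Set S1 over meristem, internode, P1, P2, P3 and vasculature, which come from the RNA-seq libraries of the atlas. A precursor listed for more than 1 mature sequence, such as *MIR167ag*, *MIR169eh* or *MIR166km*, is summed in full for each of them.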

In total, the 28 maize miRNA families are predicted to produce 76 distinct mature miRNAs (Supplemental Table S1). 

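Sequences of miR166, which targets the class III HD-ZIP genes of adaxial leaf fate, made up most of the mature miRNA reads of the apex. The sequence TCGGACCAGGCTTCATTCCCC, shared by miR166a,b,c,d,g,h,i, had 2139473 reads, or 88.6% of the reads in mature miRNAs (95% Wilson interval, 88.56% to 88.64%). The sequence of miR166j,k,n had 95315 reads, a share of 3.95% (95% Wilson interval, 3.92% to 3.97%), and that of miR166l,m had 65316 reads. Together the 3 had 2300104 reads, a share of 95.3% (95% Wilson interval, 95.2% to 95.3%). The sequence of miR319a,b,c,d (TTGGACTGAAGGGTGCTCCCT), which targets TCP genes of leaf growth, was next with 56065 reads, a share of 2.32% (95% Wilson interval, 2.30% to 2.34%). It was followed by miR159a,b,f,j,k, which targets GAMYB-type genes, with 21160 reads and a share of 0.876% (95% Wilson interval, 0.865% to 0.888%). The 76 sequences were 20 to 22 nt long, belonged to 28 families and together had 2414776 reads, which is 2.34% of the mapped reads (95% Wilson interval, 2.34% to 2.35%).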

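miR390, which directs the production of *tas3*-derived small RNAs, had 1936 reads in the apex library (18.8 RPM). miR160a,b,c,d,g, which targets auxin response factor genes, had 1920 reads (18.6 RPM), and miR394a,b, which targets an F-box gene, had 1747 reads (17.0 RPM). miR156k, at the low end of the detected sequences, had 11 reads (0.11 RPM). With a minimum of 10 reads, 41 of the distinct sequences from 25 families were detected, 8 had 1 to 9 reads, and 27 had no read. The families without a detected sequence were miR1432, with 8 reads, and miR395 and miR482, each with 0 reads. Of the detected sequences, 7 had a precursor sum of 0 RPM, among them miR529 with 459 reads and miR399e,i,j with 185 reads. Conversely, 6 sequences below the minimum had a precursor sum of at least 1 RPM, and the highest of these was miR169e, with 0 reads and a precursor sum of 9.26 RPM. That sum is the level of *MIR169eh*, which is also summed for miR169f,h.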

Forty-one of these miRNAs, spanning 25 families, are detected in the apex (raw read count ≥ 10) (Supplemental Data Set S1). Spearman's correlation analysis revealed that the steady state abundance of most miRNAs is highly significantly correlated (*r* = 0.64, *P* < 3.4 × 10^−9^) to the cumulative level of expression of all its associated precursors across the meristem, internode, P1-P3 leaf primordia, and vasculature; nonoverlapping domains in the apex representing the tissue used in small RNA analysis (Fig. 1C). However, levels of miR166 and miR319 are higher than expected based on expression of their respective precursors, but for the *MIR156k*, *MIR164bdg*, *MIR169c*, *MIR169eh,* and *MIR172c* precursors, mature miRNA accumulation is clearly lower than predicted (Fig. 1C; Supplemental Data Set S1).

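Among the most abundant precursor groups, those of miR159a,b,f,j,k had a summed level of 2203 RPM and a mature level of 205 RPM, and those of miR167a,b,c,d, which targets auxin response factor genes, had a summed level of 2134 RPM and a mature level of 79.8 RPM. For miR168a,b, which targets *AGO1*, the summed precursor level was 169.03 RPM and the mature level 162 RPM, in assays with different denominators. The precursors of miR394a,b summed to 189 RPM and those of miR390a,b to 1.21 RPM. Across the 76 distinct mature miRNAs, Spearman's rho between the mature RPM and the precursor sum was 0.607. A permutation test with 100000 resamples gave a 2-sided p of 1e-05, the smallest that this number of resamples can give. Pearson's r of the log10-transformed values, after adding 1 to each, was 0.737. The correlation is across miRNAs, which are not independent replicates, and it compares 1 small RNA library with other libraries of RNA-seq data.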

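A miR166 sequence lay furthest above the level that the precursors predict. miR166a,b,c,d,g,h,i had 20774 RPM at a precursor sum of 278 RPM, miR166l,m had 634 RPM at 79.4 RPM, and miR166j,k,n had 925.5 RPM at 300.3 RPM. miR319a,b,c,d had 544 RPM at a precursor sum of 60.7 RPM. At the other end, miR156k, of a family that targets SBP-box genes, had a precursor level of 123 RPM, and miR164a,b,c,d,g, which targets NAC genes of organ boundaries, had 1.56 RPM at a precursor sum of 104 RPM. miR172a,b,c,d, which targets *APETALA2*-like genes, had 0.52 RPM at 31.3 RPM. miR169c,r, of a family that targets NF-YA genes, had 20 reads at a precursor sum of 26.3 RPM, and miR169f,h had 20 reads at 9.26 RPM. The distance from a straight line through the log10 values of all 76 sequences, after adding 1 RPM to both, was 2.56 for miR166a,b,c,d,g,h,i, 1.45 for miR319a,b,c,d, 1.43 for miR166l,m and 1.19 for miR166j,k,n, which are ranks 1 to 4 from the top. The distance was −1.46 for miR156k, the lowest of the 76, −1.04 for miR164a,b,c,d,g, −0.962 for miR169c,r, −0.907 for miR172a,b,c,d, −0.736 for miR169e and −0.661 for miR169f,h. The SD of the distances over all sequences was 0.577, which measures the spread between miRNAs and not between replicates. Another sequence, miR167e,f,g,h,i, was at rank 75 with a distance of −1.33, 40 reads and a precursor sum of 113 RPM. It was singled out after its values were seen. Nearly all of its sum is *MIR167ag*, which is also summed for miR167a,b,c,d. All precursors of the family sum to 2134.99 RPM, against 2134.05 RPM for those of miR167a,b,c,d.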

*MIR156k*, *MIR169c*, and *MIR172c* precursor transcripts are expressed primarily within the vasculature (Fig. 1B; Supplemental Fig. S2B). Most genes required for small RNA biogenesis and turnover show minimal expression variation across the apex (Fig. 2; Supplemental Data Set S2). However, there are a few notable exceptions. Transcript levels for *DCL1* are particularly low in the vasculature and CZ compared to other regions of the apex, whereas relative expression of *HEN1 SUPPRESSOR 1* (*HESO1*), involved in miRNA turnover (Yu et al. 2017), is distinctly higher in the vasculature (Fig. 2). It is conceivable that differences in the activities of these enzymes contribute to spatial regulation of miRNA accumulation, potentially limiting miRNA levels in vascular tissues. Alternatively, or concurrently, the lower than expected levels of miR156k, miR169c, and miR172c are perhaps driven by miRNA mobility. The movement of miRNAs is a carefully regulated process (Rosas-Diaz et al. 2018; Skopelitis et al. 2018), and within the vasculature, regulatory mechanisms are in place to limit the systemic spread of small RNAs. However, small RNAs expressed in the phloem can efficiently move long-distance from the shoot into the root, diminishing their local levels of accumulation (Skopelitis et al. 2018).

**Figure 2.**
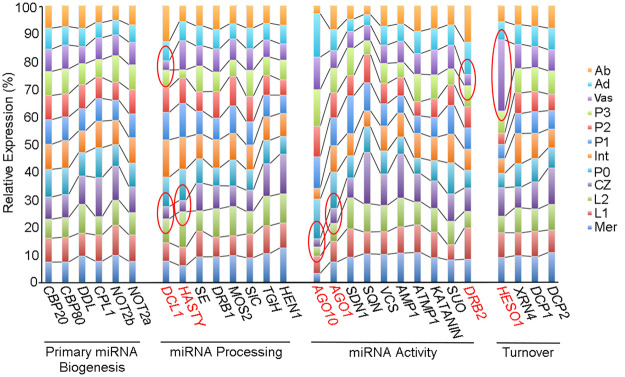
Relative expression of key miRNA pathway genes varies across shoot apex domains. The bar graph illustrates the relative expression of miRNA pathway functions across the 12 apex domains. Although transcript levels for most genes change minimally across the apex, *DCL1*, *HASTY*, *AGO1*, *AGO10*, *HESO1*, and *DRB2* show strong expression variation, particularly in the vasculature and CZ (highlighted red). For functions represented by multiple paralogs in the maize genome, the bar graph is based on cumulative expression of all paralogs (Supplemental Data Set S2).

Taken together, and analogous to a recent study in animals (Reichholf et al. 2019), miRNA accumulation in maize appears to a large extent determined at the transcriptional level. However, exceptions from this general trend suggest tissue-specific mechanisms are in place to distinctly regulate miRNA accumulation also at a post-transcriptional level.

### Suppression of miRNA accumulation within stem cells of the meristem

To further investigate potential tissue-dependent effects on miRNA accumulation on a post-transcriptional level, patterns of mature miRNA localization within the shoot apex were determined by in situ hybridization; focusing on select small RNAs implicated in development (Fig. 3). The accumulation profiles for miR156, miR166, and miR167 across the apex generally correspond well to the cumulative expression patterns of their respective precursors. Specifically, miR166, like its precursors, accumulates in the internode and on the abaxial side of developing leaves, and miR167 is present more broadly in the early primordia (Fig. 3A,B). In addition, the hybridization signal for miR156 is strongest in vascular cells of the stem and leaves, although the pattern of miR156 accumulation extends beyond this tissue and is notably less sharply defined than that of miR160 in the vasculature (Fig. 3C,D). This distinction provides a further indication that miR156 is able to move from its source in the vasculature, consistent with data suggesting non-cell autonomous contributions of miR156 in regulating vegetative phase change in *Arabidopsis* and tuber formation in potato (Bhogale et al. 2014; Fouracre and Poethig 2016). Considering the patterns of directional small RNA mobility within the vasculature (Skopelitis et al. 2018), it follows that miR156 is likely produced in phloem tissues, whereas the more confined accumulation of miR160 predicts it is generated in procambial cells from which small RNAs are unable to move.

**Figure 3.**
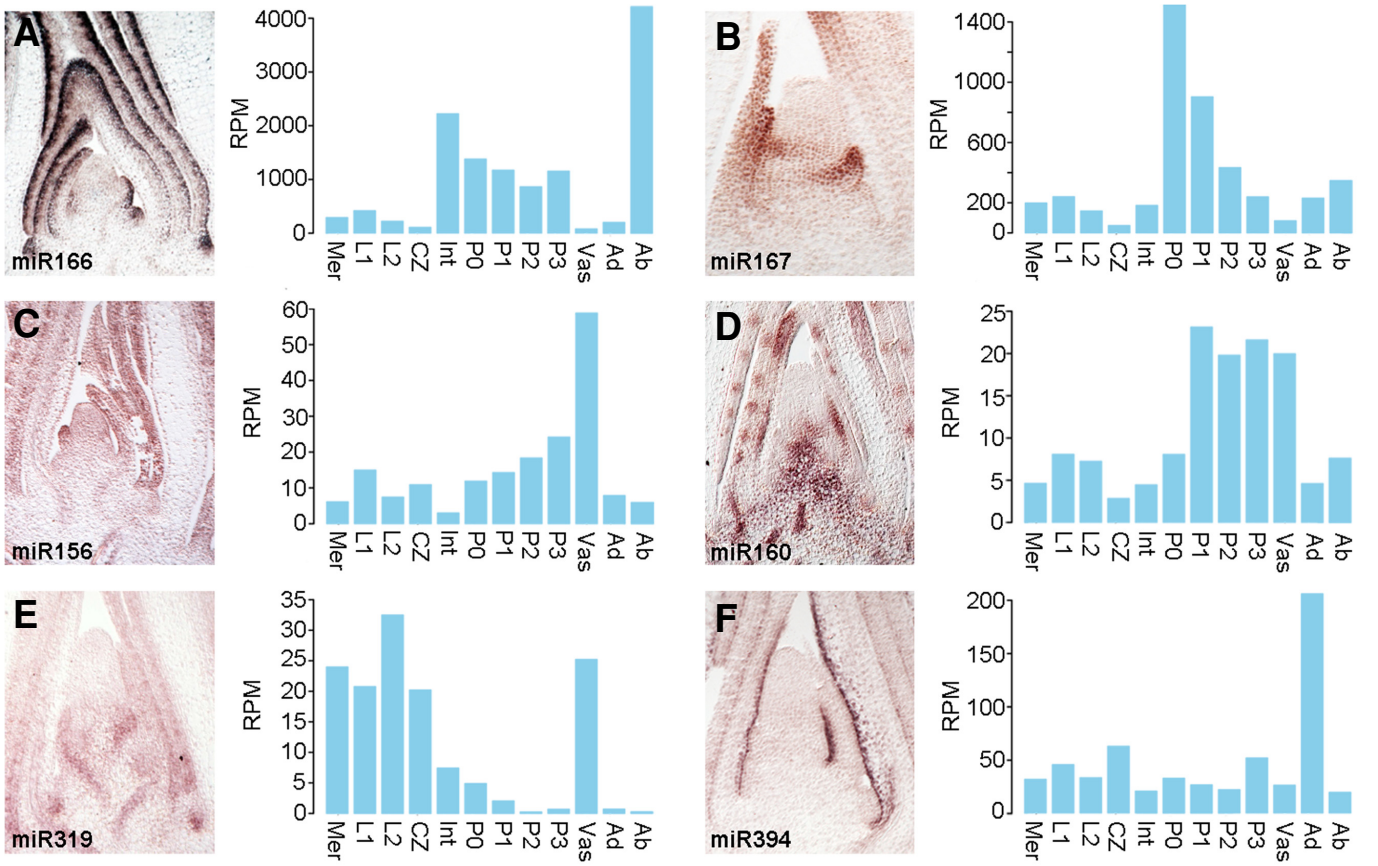
miRNA accumulation within the vasculature and meristem is tuned at the post-transcriptional level: (*A*) miR166; (*B*) miR167; (*C*) miR156; (*D*) miR160; (*E*) miR319; (*F*) miR394. (*A–F*) In situ hybridization patterns of developmentally relevant mature miRNAs in the maize apex (*left*) generally correspond well to the expression profiles of the corresponding precursors (*right*), with the notable exception that miR160 (*D*), miR319 (*E*), and miR394 (*F*) are not detected in the meristem despite prominent precursor expression in those domains.

In contrast to the aforementioned examples, the accumulation patterns for miR160, miR319, and miR394 in the apex show singular differences to the cumulative expression profiles of their precursors (Fig. 3D–F). miR160, like its precursors, accumulates in the vasculature and leaf primordia, but substantial precursor expression is also seen in the meristem, including the CZ, where mature miR160 is not detected (Fig. 3D). A similar inconsistency is even more pronounced in the profiles of miR319 and miR394. Both miRNAs are not detected in the meristem and CZ, despite substantial precursor expression in these domains (Fig. 3E,F). Indeed, the precursors for miR319 together show near equivalent levels of expression in vascular and meristem tissues, but mature miR319 is only associated with the vasculature (Fig. 3E). Here, expression of miR319 extends also into surrounding cells, suggesting that like miR156, miR319 is mobile and moves from its vascular source into adjacent cells (Fig. 3E).

The meristem and L1 and L2 tissues include cells from the P0 primordium (Fig. 1A). Accordingly, transcripts detected in these meristem samples could conceivably reflect precursor expression in just the incipient leaf. Such an explanation, however, does not hold for the CZ. Instead, miRNA accumulation within the CZ appears to be regulated at the level of biogenesis and/or stability. The observation that *DCL1* transcript levels are comparatively low in the CZ (Fig. 2) is in this regard intriguing. 

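RNA-seq compared *dcl1-2*, a hypomorphic allele of *DCL1*, the Dicer-like enzyme that cuts mature miRNAs out of their precursors, with wild type in tissues of the maize apex. The tissues were the CZ of the SAM, which holds the stem cells, and P3 leaf primordia, both collected by laser microdissection from 14-d-old seedlings. By the paper, *dcl1-2* was introgressed into B73 for 4 generations, wild-type plants were siblings, and each of 2 biological replicates came from at least 6 apices. The paper gives the RiboAmp HS Plus kit for the linear amplification of the RNA, and the sample labels give a TargetAmp kit. There are 8 libraries, 2 for each genotype and tissue. The total counts were 24753974 and 25232906 in *dcl1-2* CZ, 30327603 and 26622288 in wild-type CZ, 9082788 and 10328582 in *dcl1-2* P3, and 9666483 and 8626824 in wild-type P3. CZ libraries were sequenced from 1 end and P3 libraries from both ends, and the total counts in P3 exceed the uniquely mapped first reads of the pairs in Supplemental Data Set S5, so both mates appear to be counted. Tissue and library layout are thus confounded, and wild type and *dcl1-2* were compared within each tissue.

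The authors aligned the reads to B73 RefGen_v3 with TopHat and counted uniquely mapped reads per gene with HTSeq, in an annotation that holds curated precursor models. Their table has raw counts for 45498 genes and precursors, including all 141 precursors of Supplemental Data Set S1. RPM in the RNA-seq comparisons is scaled to the total count of the library in the table, and 1 count equals 0.0330 to 0.0404 RPM in the CZ and 0.0968 to 0.116 RPM in P3. Genes with a mean of at least 1 RPM in wild type or *dcl1-2* were tested with the quasi-likelihood test of edgeR after TMM normalization, which left 19897 genes in the CZ and 22498 in P3. Genes are counted as differentially expressed at an adjusted p under 0.05 and an absolute log2 fold change of at least 1, as in the paper's methods, and members of a fixed list at an adjusted p under 0.05. The lists were set before the data were examined. Replicates had a Pearson's r of log2(RPM + 1) of 0.976 in wild-type CZ, 0.980 in *dcl1-2* CZ, 0.968 in wild-type P3 and 0.975 in *dcl1-2* P3, across genes, and differed by more than the sampling noise in each pair. In counts simulated at these depths, the test recovered 52% of genes with a log2 change of 1 and 82% of those with a log2 change of 2 in the CZ, and 54% and 88% in P3. Recovery was scored at an adjusted p under 0.05 without the fold change cutoff, so it does not describe calls made with that cutoff. Of the 141 precursors, 58 overlap a gene model in the table, and 10 of the overlapping models have the same count as the precursor in all libraries, so reads of a precursor and of such a model cannot be told apart.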

To independently assess regulation of miRNA accumulation in the CZ at the post-transcriptional level, we performed transcriptomic analyses to compare the effect of the *dcl1-2* mutation on precursor expression in the CZ and P3 primordia. The *dcl1-2* hypomorphic allele of *DCL1* was chosen, because, although mature miRNA levels are decreased in *dcl1-2* compared to wild type, its developmental phenotypes are sufficiently mild to minimize potential indirect effects on precursor expression (Fig. 4A,B; Petsch et al. 2015). Indeed, the global gene expression profiles for the CZ and P3 primordia in *dcl1-2* and wild type are highly correlated (*r* = 0.99 and *r* = 0.97, respectively), and the percentages of genes differentially expressed are low (0.43% and 1.20%, respectively; FC ≥ 2, FDR < 0.05) (Fig. 4C). 

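*DCL1* (GRMZM2G040762), on chromosome 1, was expressed in both tissues and both genotypes. In P3 primordia its transcript rose from 86.9 ± 19.4 RPM in wild type to 139 ± 3.10 RPM in *dcl1-2* (mean ± SD, n = 2 libraries). In the CZ it was at 63.8 ± 2.25 RPM in wild type and 87.9 ± 5.43 RPM in *dcl1-2* (mean ± SD, n = 2 libraries). The log2 fold change was 0.74 in P3 (SE 0.15, adjusted p = 0.0114 from edgeR) and 0.43 in the CZ (SE 0.14, adjusted p = 0.272 from edgeR), and the difference between the tissues was 0.32 on the log2 scale (SE 0.21, adjusted p = 0.490 from edgeR). The P3 call was lost by a small margin without *dcl1-2* P3 replicate 1 (adjusted p = 0.0501 from edgeR) and without *dcl1-2* P3 replicate 2 (adjusted p = 0.0522 from edgeR). *DCL1* is itself a target of miR162, and the transcript level does not check the genotype, as the allele is hypomorphic. Of the 54 genes of the miRNA pathway in Supplemental Data Set S2, 44 were tested in the CZ and 46 in P3. *DCL1* was the 1 that rose in P3, also when adjusted over the list alone. In the CZ 1 gene fell, an *AGO10* gene (GRMZM2G079080) that encodes an Argonaute of the shoot apex, from 46.9 ± 3.05 RPM to 22.0 ± 2.31 RPM (mean ± SD, n = 2 libraries). Its log2 fold change was −1.13 (SE 0.18, adjusted p = 0.0335 from edgeR); it was the 1 call also when adjusted over the list alone, and it was lost without *dcl1-2* CZ replicate 1 (adjusted p = 0.0984 from edgeR) and without *dcl1-2* CZ replicate 2 (adjusted p = 0.0554 from edgeR).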

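In the CZ GRMZM2G011523 fell from 78.2 ± 5.67 RPM in wild type to 14.3 ± 4.63 RPM in *dcl1-2*, and GRMZM2G153488, matched in the name table to a defensin gene, fell from 50.7 ± 46.1 RPM to 2.43 ± 1.02 RPM, with a wide spread between the wild-type libraries (mean ± SD, n = 2 libraries). GRMZM2G700891 rose from 13.8 ± 3.35 RPM to 61.8 ± 0.266 RPM. In P3 primordia GRMZM2G105348 fell from 110 ± 29.2 RPM to 6.22 ± 0.383 RPM and GRMZM5G872392 from 61.6 ± 20.0 RPM to 3.73 ± 0.608 RPM. *MPI* (GRMZM2G028393), which encodes a proteinase inhibitor of the wound response, had no count in wild-type P3 and 6.39 ± 0.143 RPM in *dcl1-2* P3. It was 39.0-fold higher when 3 counts over the group are taken as the limit of detection. As both mates of a pair appear to be counted in P3, counts are not independent and the lower bound of the fold may be smaller. The log2 fold changes were −2.48 for GRMZM2G011523 (SE 0.22, adjusted p = 0.00148 from edgeR), −4.40 for GRMZM2G153488 (SE 0.60, adjusted p = 0.0158 from edgeR), 2.13 for GRMZM2G700891 (SE 0.20, adjusted p = 0.00148 from edgeR), −4.07 for GRMZM2G105348 (SE 0.23, adjusted p = 5.6e-08 from edgeR) and −3.97 for GRMZM5G872392 (SE 0.29, adjusted p = 5.3e-07 from edgeR). The calls of GRMZM5G872392 and *MPI* were lost in DESeq2 with all 8 libraries in 1 model (adjusted p = 0.477 and 0.431), a setting chosen after the data were seen.

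Mean RPM values in *dcl1-2* and wild type had a Pearson's r of 0.990 across the genes tested in the CZ and 0.967 across those in P3; genes are not independent replicates. Of the genes tested in the CZ, 49 were differentially expressed by edgeR (21 higher and 28 lower), which is 0.246% of the genes tested and 0.108% of all genes and precursors in the table. In P3, 622 were differentially expressed (490 higher and 132 lower), which is 2.76% of the genes tested and 1.37% of the table. DESeq2 gave 206 genes in the CZ, 46 of them shared with edgeR, and 597 in P3, 587 of them shared. The CZ count from edgeR was 81 without *dcl1-2* CZ replicate 1, 121 without wild-type CZ replicate 1 and 449 without wild-type CZ replicate 2. Among the 18883 genes tested in both tissues, 15 were differentially expressed in both, 12 of them in the same direction, against 1.09 for independent lists; 4 of the 15 are precursors and 4 are gene models that overlap one. Genes close to *DCL1* were among the calls. Within 20 Mb of it lay 6 of 40 called genes in the CZ and 26 of 587 in P3, when precursors, *tas3* transcripts, overlapping models and *DCL1* itself are left out. A set of 567 genes that are abundant in P3 and scarce in the CZ had a median level of 6.30% and 3.89% of the wild-type P3 mean in wild-type CZ replicates 1 and 2, and of 3.21% and 2.89% in *dcl1-2* CZ replicates 1 and 2.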

Among the genes up-regulated in the CZ of *dcl1-2* compared to wild type are expressed miRNA precursors, including those of miR319 and miR394. 

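Precursors of 4 miRNA families rose in the CZ of *dcl1-2*. *MIR171e*, of a family that targets GRAS genes of meristem maintenance, rose from 7.05 ± 0.227 to 38.9 ± 12.6 RPM, and *MIR167c* from 14.1 ± 2.50 to 60.4 ± 4.73 RPM (mean ± SD, n = 2 libraries). *MIR168a* rose from 4.68 ± 0.927 to 17.7 ± 1.32 RPM and *MIR168b* from 19.0 ± 3.16 to 48.7 ± 3.27 RPM. *MIR319c* rose from 9.43 ± 2.66 to 28.4 ± 3.86 RPM. *MIR394a* was at 15.8 ± 0.0372 RPM in wild type and 29.8 ± 5.23 RPM in *dcl1-2*, and *MIR394b* at 22.1 ± 6.78 and 30.7 ± 11.6 RPM.

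The log2 fold changes were 2.43 for *MIR171e* (SE 0.26, adjusted p = 0.00341 from edgeR), 2.07 for *MIR167c* (SE 0.19, adjusted p = 0.00148 from edgeR), 1.89 for *MIR168a* (SE 0.28, adjusted p = 0.0236 from edgeR), 1.32 for *MIR168b* (SE 0.20, adjusted p = 0.0234 from edgeR) and 1.56 for *MIR319c* (SE 0.25, adjusted p = 0.0329 from edgeR). *MIR394a* had a log2 fold change of 0.88 (SE 0.21) with an adjusted p of 0.133 from edgeR and of 0.0196 from DESeq2, and *MIR394b* one of 0.44 (SE 0.28) with an adjusted p of 0.649 from edgeR and of 0.704 from DESeq2. Of the 25 precursors tested in the CZ, 5 rose and the other 20 did not pass the test over all genes; adjusted over the list alone, 11 rose and 1 fell, *MIR172c*, with a log2 fold change of −2.06 (SE 0.68). DESeq2 called 8 of the 25 higher. Without *dcl1-2* CZ replicate 2 the number fell to 2, as *MIR168a* and *MIR168b* (both with an adjusted p of 0.0573 from edgeR) and *MIR319c* (adjusted p = 0.0831 from edgeR) were lost; *MIR319c* was also lost with all 8 libraries in 1 model (adjusted p = 0.140 from edgeR). As a set, the precursors moved up, with a median log2 fold change of 0.67 and a fry p of 0.0214; the camera p was 0.0166 with an estimated correlation. The fry p was 0.0522 without *dcl1-2* CZ replicate 2, 0.200 without wild-type CZ replicate 1 and 0.179 without wild-type CZ replicate 2. In the coordinates of Supplemental Data Set S1 (B73 RefGen_v3), *MIR171e* lies on chromosome 1 from 7949890 to 7951180, *MIR319c* on chromosome 8 from 147814582 to 147815960 and *MIR394a* on chromosome 5 from 193871920 to 193877364. *MIR171e*, *MIR167c*, *MIR168a*, *MIR394a* and *MIR394b* overlap gene models that may share their reads, and *MIR171e* lies 3.35 Mb from *DCL1*.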

The effect of *dcl1-2* on expression levels varies between precursors, possibly reflecting polymorphisms in secondary structure, which is known to influence processing efficiency (Fig. 4D; Bologna et al. 2009). Moreover, the effect of *dcl1-2* on precursor levels is far more pronounced in P3 primordia (Fig. 4D). This observation, although unable to fully explain the compromised accumulation of miRNAs in the CZ, does point to DCL1-mediated miRNA processing as a major step by which miRNA biogenesis is modulated at the level of individual precursors, as well as at the level of individual tissue types.

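In P3 primordia, *MIR166d* rose from 60.2 ± 5.31 RPM in wild type to 605 ± 14.8 RPM in *dcl1-2*, and *MIR166b* from 20.8 ± 1.67 to 119 ± 7.01 RPM (mean ± SD, n = 2 libraries). *MIR390a* rose from 11.1 ± 3.13 to 43.6 ± 6.72 RPM. Others moved little. *MIR160d*, of a family that targets auxin response factor genes, was at 59.3 ± 11.2 RPM in wild type and 65.9 ± 19.8 RPM in *dcl1-2*, and *MIR164b* was at 11.5 ± 3.78 and 13.6 ± 2.19 RPM. *MIR162*, the precursor of the miRNA that targets *DCL1*, fell from 25.4 ± 3.90 to 8.69 ± 4.82 RPM.

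Precursors of 1 family also had different ratios of *dcl1-2* to wild type. The ratio in P3 was 10.0 for *MIR166d* and 5.69 for *MIR166b*. In the miR167 family it was 3.18 for *MIR167c*, 2.34 for *MIR167d* and 0.640 for *MIR167b* in P3, and 4.29, 1.55 and 1.24 in the CZ. For *MIR167a* it was 2.28 in P3 and 1.30 in the CZ, there with an SD of 6.24 over pairs of replicates. *MIR167b* did not pass with DESeq2 and the authors' mean RPM as the filter, chosen after the data were seen. Its log2 fold change there was −0.59 in P3 (SE 0.97, adjusted p = 0.885 from DESeq2) and 0.28 in the CZ (SE 0.57, adjusted p = 0.969 from DESeq2). The log2 fold changes in P3 were 3.40 for *MIR166d* (SE 0.14, adjusted p = 1.1e-09 from edgeR), 2.58 for *MIR166b* (SE 0.16, adjusted p = 1.5e-07 from edgeR), 2.02 for *MIR390a* (SE 0.24, adjusted p = 1.3e-04 from edgeR), 0.21 for *MIR160d* (SE 0.21, adjusted p = 0.650 from edgeR), 0.32 for *MIR164b* (SE 0.31, adjusted p = 0.647 from edgeR) and −1.46 for *MIR162* (SE 0.33, adjusted p = 0.0188 from edgeR). The *MIR162* call was lost without wild-type P3 replicate 2 (adjusted p = 0.0605 from edgeR), without *dcl1-2* P3 replicate 1 (adjusted p = 0.0794 from edgeR) and with all 8 libraries in 1 model (adjusted p = 0.0675 from edgeR). The *MIR166d* call was lost in DESeq2 with all 8 libraries in 1 model (adjusted p = 0.203), a setting chosen after the data were seen; in the CZ this precursor had 6 and 327 counts in the *dcl1-2* libraries. The differences between precursors were not tested themselves.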

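In P3 primordia *MIR394a* rose from 5.55 ± 0.833 RPM in wild type to 82.7 ± 17.6 RPM in *dcl1-2*, *MIR171e* from 11.0 ± 4.51 to 152 ± 2.38 RPM and *MIR168a* from 2.75 ± 0.531 to 36.4 ± 2.01 RPM (mean ± SD, n = 2 libraries). *MIR159a* rose from 377 ± 37.5 to 1549 ± 97.9 RPM in P3, while it was at 105 ± 15.7 and 171 ± 6.77 RPM in the CZ. Of the 33 precursors tested in P3, 17 rose, 2 fell (*MIR162* and *MIR160c*) and 14 did not pass the test over all genes; adjusted over the list alone, 18 rose and 2 fell. The response was larger in P3 than in the CZ for *MIR394a*, *MIR159a* and *MIR168a* when the difference between the tissues was tested.

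**Figure D1:**
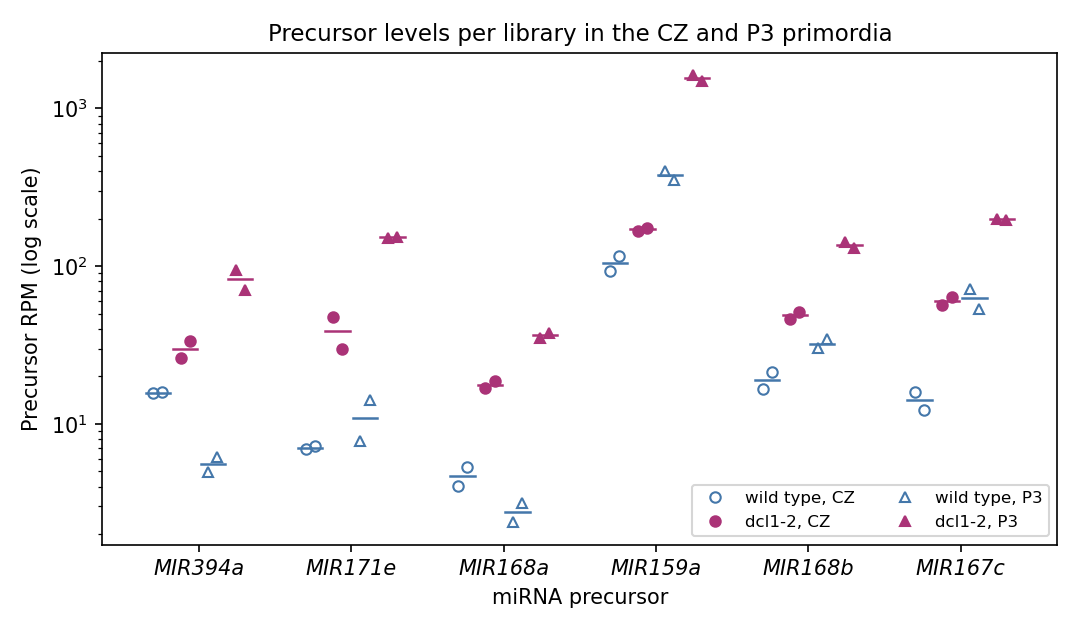
RPM of 6 precursors in each library of the CZ (circles) and of P3 primordia (triangles) on a log axis, with wild type in open blue and *dcl1-2* in filled magenta symbols and bars for the means of 2 libraries. In P3, *MIR394a* moves from a mean of 5.55 to 82.7 RPM and *MIR159a* from 377 to 1549 RPM.

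The log2 fold changes in P3 were 3.96 for *MIR394a* (SE 0.22, adjusted p = 5.6e-08 from edgeR), 3.88 for *MIR171e* (SE 0.22, adjusted p = 5.6e-08 from edgeR), 3.79 for *MIR168a* (SE 0.28, adjusted p = 6.7e-07 from edgeR) and 2.10 for *MIR159a* (SE 0.13, adjusted p = 1.4e-07 from edgeR). In the CZ *MIR159a* had a log2 fold change of 0.67 (SE 0.15, adjusted p = 0.104 from edgeR). The *MIR160c* call rests on wild-type P3 replicate 2, with 102 counts, as wild-type P3 replicate 1 and both *dcl1-2* P3 libraries had 0 counts, so it could not be tested without that library. Its adjusted p was 0.0393 from edgeR and 0.454 from DESeq2, and with all 8 libraries in 1 model it was 0.169 from edgeR. As a set, the precursors moved up in P3, with a median log2 fold change of 1.39 and a fry p of 0.000432; the camera p was 0.00338 with an estimated correlation, and the fry p was 0.0250 to 0.0377 when 1 library was left out. The difference between P3 and the CZ on the log2 scale was 3.09 for *MIR394a* (SE 0.31, adjusted p = 6.6e-04 from edgeR), 1.44 for *MIR159a* (SE 0.20, adjusted p = 0.00347 from edgeR) and 1.92 for *MIR168a* (SE 0.39, adjusted p = 0.0246 from edgeR). Adjusted over the list alone, *MIR171e*, *MIR168b* and *MIR167d* also passed, for 6 in all, and DESeq2 gave 6 over all genes. The *MIR168a* difference was lost without any 1 of 6 libraries, with an adjusted p from edgeR of 0.0749 and 0.0659 without *dcl1-2* CZ replicates 1 and 2, 0.0710 and 0.131 without *dcl1-2* P3 replicates 1 and 2, and 0.0833 and 0.0694 without wild-type P3 replicates 1 and 2. For *MIR167c* and *MIR319c* the differences of −0.33 (SE 0.26, adjusted p = 0.569 from edgeR) and 0.35 (SE 0.87, adjusted p = 0.899 from edgeR) did not pass the test. Epidermal HD-ZIP IV genes also rose in *dcl1-2* P3, 2 of the 4 tested over all genes and 4 when adjusted over the list alone (fry p = 0.00808; camera p = 0.0701 with an estimated correlation). *ocl3* (GRMZM2G116658) had a log2 fold change of 0.81 (SE 0.20, adjusted p = 0.0319 from edgeR) and *ocl5* (GRMZM2G130442) one of 0.62 (SE 0.15, adjusted p = 0.0247 from edgeR). These calls were lost when counts were scaled by library totals (adjusted p = 0.0611 and 0.0507 from edgeR) and with all 8 libraries in 1 model (adjusted p = 0.132 and 0.295 from edgeR). They were lost without *dcl1-2* P3 replicate 2 (adjusted p = 0.287 and 0.252 from edgeR), that of *ocl3* also without wild-type P3 replicate 1 (adjusted p = 0.0767 from edgeR) and that of *ocl5* without *dcl1-2* P3 replicate 1 (adjusted p = 0.113 from edgeR).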

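The ratio of *dcl1-2* to wild type was 14.9 in P3 and 1.89 in the CZ for *MIR394a*, 13.9 and 5.52 for *MIR171e*, 13.2 and 3.79 for *MIR168a*, and 4.11 and 1.63 for *MIR159a*. Of 30 precursors that reached 1 RPM in a group and had reads in wild type of both tissues, 21 had the larger ratio in P3 and 8 in the CZ. The remaining precursor had equal ratios. The median ratio was 2.42 in P3 and 1.49 in the CZ. Among the 23 of these that reached 1 RPM in both tissues, 17 had the larger ratio in P3 and 6 in the CZ, with medians of 2.93 and 1.63. Precursors are not independent replicates, and the number of ratios carries no p. The fry test of the difference between the tissues over the 30 precursors gave a p of 0.00111 with higher log2 fold changes in P3, and the camera p was 0.0122 with an estimated correlation. The level in *dcl1-2* P3 could itself bring a precursor into these sets, which favors a larger response in P3. With wild type alone deciding, 6 precursors reached 10 RPM in both tissues, a set chosen after the data were seen. Their fry p was 0.0427 and their camera p 0.0933 with an estimated correlation. This set also raises the minimum from 1 to 10 RPM and leaves out *MIR394a* and *MIR168a*. It therefore cannot show how much the selection by the level in *dcl1-2* contributed. In counts simulated at these depths, the test of a single difference between the tissues recovered 12% of genes with a log2 difference of 1 and 54% of those with a log2 difference of 2. The paper reads precursors above the line of equal ratios in Fig. 4D as processed more effectively in P3. From the variation between precursors and between the tissues, it proposes processing by DCL1 as a major step at which miRNA biogenesis is modulated, while it states that this does not fully explain the low miRNA levels in the CZ.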

**Figure 4.**
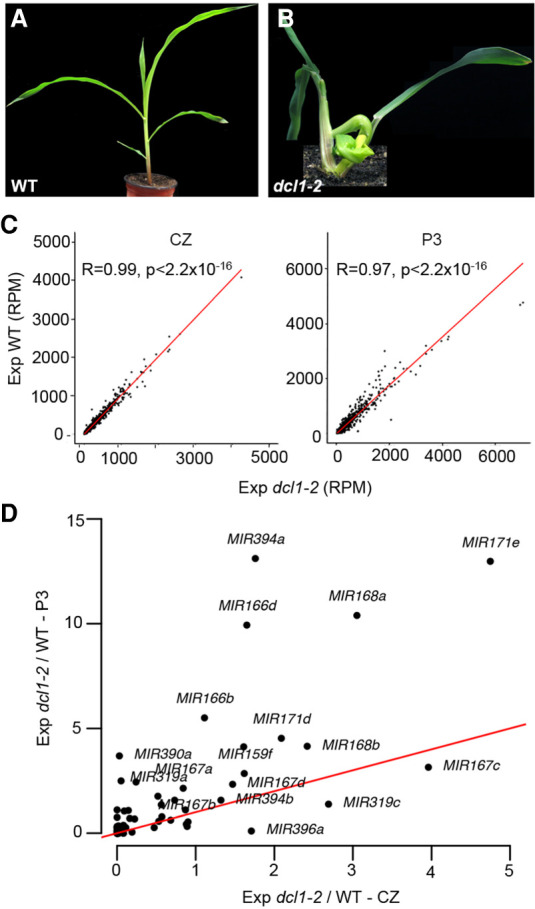
miRNA accumulation within the meristem central zone is suppressed post-transcriptionally by tuning processing efficiency. (*A*,*B*) Compared with the wild type (*A*), 2-wk-old *dcl1-2* (*B*) seedlings show a weak phenotype typified by a compact stature and tightly curled leaves. (*C*) Global gene expression profiles for the CZ (*left*) and P3 primordia (*right*) in *dcl1-2* and wild type are highly significantly correlated (*r* = 0.99 and *r* = 0.97, respectively). (*D*) The effect of *dcl1-2* on precursor levels is far more pronounced in P3 primordia than in the CZ. The red line indicates an equal *dcl1-2*/WT expression ratio in the two tissues. Incidents *above* the red line indicate precursors with higher processing efficacy in P3 primordia.

Both the levels and spatiotemporal patterns of miRNA accumulation, which are to a large extent determined at the level of precursor transcription, are thus refined at the post-transcriptional level by tuning the processing efficiency, turnover, and mobility of miRNAs. Importantly, processes tune miRNA accumulation in a tissue-dependent manner. It is notable that the starkest differences are seen in the meristem and in the vasculature. Similar to the precisely regulated cell-to-cell movement of small RNAs in the vasculature and stem cell niches (Skopelitis et al. 2018), a multitiered regulation of miRNA abundance seems intuitive considering the many cell fate decisions occurring in these tissues and the precise spatial contexts in which these happen. The meristem and vasculature may therefore be particularly disposed to such dynamic regulation. In line with this notion, cumulative transcript levels for the maize paralogs of *Arabidopsis HASTY, AGO1,* and *AGO10* are likewise substantially lower in the CZ compared to other regions of the apex (Fig. 2).

### miRNA-directed transcript cleavage provides a foundational level of target repression

Besides regulation of the miRNA itself, contributions toward developmental patterning by miRNAs could be further tailored by the manner of target repression. miRNAs repress their targets via transcript cleavage and/or translational repression (TR) (Yu et al. 2017). In addition, miRNA-driven regulation manifests as distinct modes of action, resulting in target clearance or buffering. The former fundamentally leads to mutually exclusive domains of expression, whereas in a rheostat mode, miRNAs are coexpressed with their targets and act to dampen noise in expression and refine domains of activity (Bartel 2009). The morphogen-like patterning properties of mobile small RNAs, such as miR166 and tasiARF, show that miRNA-to-target ratio is a key determinant defining the mode of miRNA regulation. When this ratio exceeds a certain threshold, miRNA activity leads to target clearance, but once this ratio falls below the threshold, regulation switches to a rheostat mode (Skopelitis et al. 2017; Klesen et al. 2020). Whether the miRNA-to-target ratio affects the switch at the level of TR or transcript cleavage and what factors beyond those affecting miRNA-target recognition influence these regulatory mechanisms remain unclear.

To address these questions in the context of the patterning properties of small RNAs, we next studied the relationship between miRNAs and their targets. To identify miRNA targets in the maize apex, a pipeline was produced implementing the TargetFinder tool and degradome (PARE) analysis, which assesses enrichment of 5′ uncapped transcript ends at the predicted cleavage site over chance occurrence (Methods). Altogether, 106 target genes were identified, 104 of which are conserved in *Arabidopsis* (Supplemental Data Set S3). Given the high conservation of targets, an additional 48 target genes were identified by phylogenetic analysis (Supplemental Data Set S3). For 16 miRNA families, both precursor and target transcripts were found present in the apex. For the remaining miRNA families, either one or the other was not detected in any of the tissues sampled. In line with the developmental dynamics of the SAM, the miRNA-target modules identified serve developmental processes, rather than regulating physiological or stress responses (Supplemental Data Set S3).

As a first assessment of the regulatory modes and mechanisms used by miRNAs during developmental patterning, we compared the combined transcript levels of targets across the apex domains to those of the miRNA precursors (Fig. 5), which our earlier results indicate serve as a proxy for mature miRNA accumulation (Fig. 1C). From this it is clear that miRNAs are broadly coexpressed with their targets. However, for nearly all miRNAs, both precursor and target transcript levels do fluctuate dynamically across tissues, revealing a degree of expression anti-correlation across domains. This is perhaps best seen in the vasculature where miRNA precursor levels are often highest and target expression is comparatively low (Fig. 5). The miR156, miR162, miR168, miR169, and miR319 families and their targets particularly exemplify this contrast (Fig. 1B; Supplemental Fig. S3). In addition, for miR394, its precursors and targets show complementary expression across the adaxial and abaxial sides of the leaf. Beyond these profiles of grouped targets, the expression profiles of individual targets across the apex reveal also distinct, target-specific variation in the level of coexpression with the miRNA. The SPL, ARF, SCL, and AP2 TF targets of miR156, miR160, miR171, and miR172, respectively, illustrate this (Supplemental Fig. S3).

**Figure 5.**
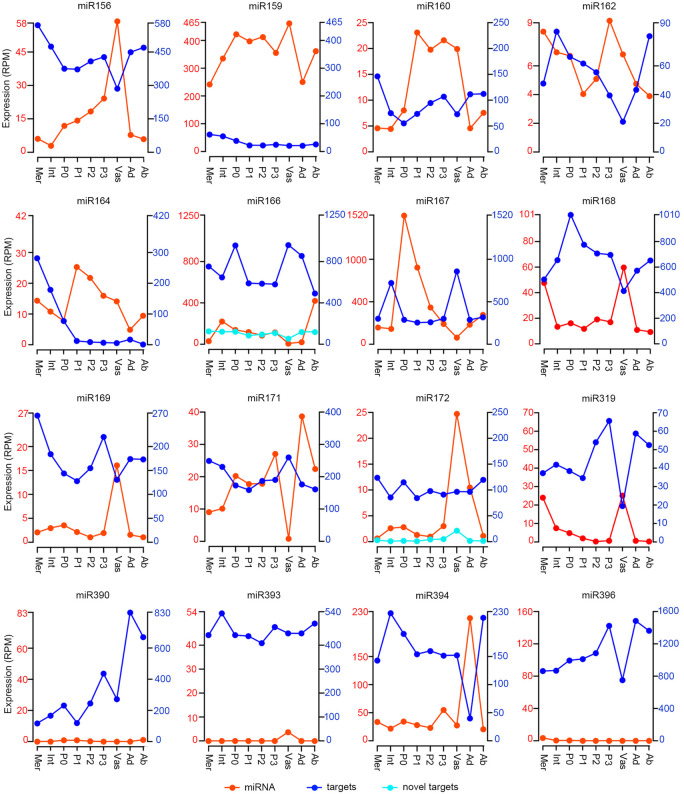
Broad coexpression of miRNA precursors and targets. Plots depicting total precursor and target transcript levels for a given miRNA family across the maize apex domains show considerable coexpression. (*Left* axis in red) Sum expression of all precursors in a miRNA family; (*right* axis in dark blue) sum expression of all targets of the given miRNA family; (light blue lines) expression levels of novel targets (*right*-hand scale). For ease of visualization, only select precursor and target profiles are shown at the same scale; most are shown at a 1:10 miRNA:target scale.

The extensive coexpression of miRNAs with their targets (Fig. 5) seems in line with earlier proposals that few plant miRNAs rely solely on transcript cleavage in repressing their targets (Brodersen et al. 2008; Li et al. 2013a; Yu et al. 2017). However, a potential caveat to this inference is that miRNA-directed cleavage products are generally stable (German et al. 2008; Li et al. 2014a; Schon et al. 2018) and are captured in the overall target transcript levels. As such, to further assess the contribution of miRNA-directed RNA cleavage to developmental patterning, the ratio of PARE signatures over target mRNA levels in the miRNA precursor domain was calculated (Methods). Based on the principles that 3′ cleavage products are stable and not selectively degraded, the relative number of PARE signatures can be used as a comparative metric of cleavage efficacy (Schon et al. 2018; Plotnikova et al. 2019). Analogous to the varying degree of target-miRNA coexpression (Supplemental Fig. S3), this number varies across targets; even targets of the same miRNA (Supplemental Data Set S4). For most targets, the relative PARE frequency was found to be low. This includes targets of miRNAs such as miR164, miR166, and miR171, for which target regulation on a translational level has been shown in *Arabidopsis* (Fig. 6A; Brodersen et al. 2008; Li et al. 2013a). Moreover, of the 102 detected developmental miRNA-target pairs, 11 presented no miRNA-directed degradome products at all, indicating that these targets are not, or are only negligibly, regulated at the level of transcript cleavage (Supplemental Data Set S3).

**Figure 6.**
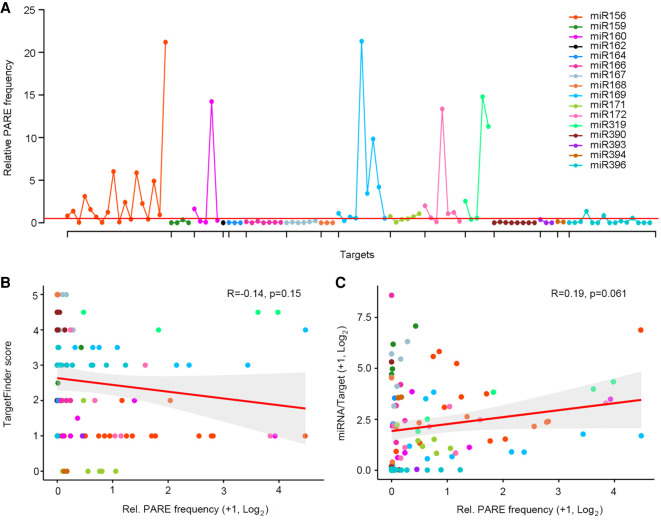
Targets of vasculature-expressed miRNAs show a higher relative PARE frequency. (*A*) Plot of the relative number of PARE signatures for 102 expressed targets shows this number to be low overall. High relative PARE frequencies, reflecting comparatively strong regulation by way of transcript cleavage, are seen for select targets of the vascular miRNAs: miR156, miR160, miR169, miR172, and miR319. The red line indicates a relative PARE value of 0.5. (*B*) The relative number of PARE signatures for natural targets is not correlated to complementarity strength as defined by TargetFinder score. (*C*) The relative PARE frequency of targets is likewise not correlated to the miRNA-to-target expression ratio. The 95% confidence area is marked in gray.

Taken together, these data provide little evidence for a clearance mode of regulation purely at the level of transcript cleavage, especially considering that some target expression behavior might be explained by promoter dynamics. Instead, the data suggest that much miRNA-driven regulation involves TR and/or serves to buffer the inherent noisiness of gene expression. For miR162 and miR168, which target *DCL1* and *AGO1* transcripts, respectively, a rheostat mode of regulation is to be expected. However, for those targets directing cell fate decisions, the output of miRNA action often includes a clearance mode of regulation (Bartel 2009; Skopelitis et al. 2012, 2017; Klesen et al. 2020). It is therefore intuitive to consider the role of TR among developmental miRNA-target modules.

### Tissue-dependent regulation of target cleavage

Alongside the many examples of low relative PARE frequencies, high PARE-to-transcript ratios, predicting comparatively strong regulation by way of transcript cleavage, are seen for targets of five miRNAs: miR156, miR160, miR169, miR172, and miR319 (Fig. 6A). In each of these miRNA families, a stark divide between targets with very high versus low relative PARE signatures is apparent, consistent with the variation seen in the individual target expression profiles (Supplemental Fig. S3). Regulatory efficiency is affected by a range of factors, including miRNA-target complementarity (Li et al. 2014b). Particularly, base pairing around the AGO1 cleavage site (positions 9–12), is important for miRNA-directed gene regulation, and changes at these positions strongly impact cleavage efficiency (Mallory et al. 2004; Li et al. 2014a). In addition, parameters such as the position and sequence context of the target site have been linked to efficacy of individual miRNA-target interactions (Li et al. 2014a; Liu et al. 2014; Zheng et al. 2017; Agarwal et al. 2018). However, globally, differences in the relative frequencies of PARE signatures in our data are not explained by distinctions in these parameters (Supplemental Data Set S4), and no correlation is evident between PARE-to-transcript ratio and the complementarity “strength” of these natural targets as defined based on TargetFinder score (Fig. 6B).

Likewise, the relative number of PARE signatures is not correlated to miRNA abundance, whether considering targets individually or combined on a per miRNA basis (Supplemental Fig. S4A,B). However, an additional important variable to consider is the contribution of miRNA-to-target ratio. A strongly increased miRNA-to-target level was shown to override the reduced silencing phenotypes of miR159 variants with base substitutions at critical positions (Li et al. 2014a). Moreover, a miRNA-to-target ratio threshold underlies the morphogen-like behavior of mobile small RNAs (Skopelitis et al. 2017). Nevertheless, no correlation between the relative PARE frequency and miRNA-to-target ratio is apparent in our data, either on the level of individual targets (Fig. 6C) or when this ratio is calculated for all targets of a given miRNA combined (Supplemental Fig. S4C), indicating that the morphogenic switch is not programmed at the level of cleavage.

In line with what is seen on a global level, these parameters fail to explain the relative PARE frequency dynamics on a miRNA-intrafamilial, target-to-target level (Fig. 6B,C; Supplemental Data Set S4), with one notable exception. Four miR169 targets with particularly high relative PARE frequencies share a single-nucleotide polymorphism that changes a G:C match into a G:U wobble at the ninth position in the miRNA-target complementary site (Supplemental Data Set S4). This argues that if the earlier observed requirement for base pairing at this position holds true generally (Liu et al. 2014), its effects are regulatory mechanism dependent, which is critical for TR-based repression, but not for cleavage at the adjacent position. Aside from this exception, no direct causative link is evident between the relative frequency of cleavage products for these natural targets and their target site complementarity, target site context, miRNA level, or miRNA-to-target ratio.

It is notable that those miRNAs showing particularly high PARE-to-target ratios are expressed prominently in the vasculature (Figs. 1, 3, and 5; Supplemental Fig. S2). Distinct mechanisms can conceivably explain this observation but considering the reduced coexpression of miRNA precursors and targets in the vasculature (Fig. 5), it seems to predict a unique contribution of miRNA-directed transcript cleavage in this tissue. This point is further reinforced by the low expression of *DSRNA-BINDING PROTEIN 2* (*DRB2*) in the vasculature (Fig. 2). DRB2 is required for TR and also represses fellow DCL1 interaction partner, DRB1, which promotes transcript cleavage (Reis et al. 2015). In addition, transcripts for *HESO1*, which, in association with AGO1, uridylates 5′ miRNA-directed transcript cleavage products to trigger their degradation and thus facilitates miRNA-target-AGO1 complex turnover (Ren et al. 2014), are more abundant in the vasculature (Fig. 2). However, it must be noted that the vasculature is a complex tissue, comprising a mix of cell types that conceivably distinctly affect miRNA-directed target repression. This might account for why the effects on target expression levels in the vasculature appear modest as a whole and vary from target to target (Fig. 5; Supplemental Fig. S3). Our data thus point to tissue type as a prime determinant influencing the level of transcript cleavage and show that the vasculature in particular is distinct from other tissues in this regard.

## Discussion

The number of proteins with recognized roles in miRNA biogenesis and function has grown substantially since the early discoveries of DICER and ARGONAUTE (Yu et al. 2017). Although still largely unexplored, it is easy to envision how the many factors involved could make the miRNA pathway inherently dynamic, allowing miRNA accumulation and activity to be tailored in response to a variable environment or as an aspect of programmed developmental change. Indeed, miRNA regulation allows for unique versatility in the outcomes of gene expression. For instance, as developmental regulators, miRNAs can act as rheostats to lend robustness to developmental programs or serve as positional signals that via a graded, stochastic, or binary readout, generate distinct patterns of cell identity (Miyashima et al. 2011; Plavskin et al. 2016; D'Ario et al. 2017; Skopelitis et al. 2017; Klesen et al. 2020). Here, we investigated parameters that control the accumulation and regulatory outputs of miRNAs in space and time to permit the necessary developmental versatility and precision. Our data highlight the complexity of this regulation and shows that miRNAs, and their action on targets, are regulated at multiple levels in a manner dependent on developmental context.

Reflecting their versatile roles in development, many of the miRNAs that target TFs, F-box proteins, and other developmental regulators have remained conserved throughout land plant evolution (Axtell et al. 2007; Cuperus et al. 2011). In addition, these miRNAs have been co-opted repeatedly over the course of evolution for major innovations, such as the formation of vasculature, meristems, flattened leaves, roots, and seed (Plavskin and Timmermans 2012). Although broadly conserved, individual miRNA families continue to diverge. The evolutionary changes in plant architecture occurred in parallel with repeated gene losses and gains within developmentally important miRNA families (Baldrich et al. 2018). Also, mature miRNAs continue to evolve as evidenced by the frequent occurrence of nucleotide variants within miRNA families. However, as is also apparent from this study, the sets of targets remain largely conserved (Axtell and Bowman 2008). miRNAs are thus co-opted into new developmental contexts along with their targets, and our data show that this is driven by divergence at the promoter level. The patterns of miRNA accumulation we find are largely defined at the transcriptional level, and individual miRNA precursors, even members of a single family, show diverse patterns of expression. Within the maize apex, the select miRNA family members that are expressed show selectivity for either the meristem, leaf primordia, or vasculature. This indicates substantial subfunctionalization within miRNA families, a point that is far less apparent for the targets they regulate.

In addition to the spatiotemporal patterns of precursor expression, levels of miRNA accumulation are determined primarily on a transcriptional level. However, miRNA accumulation patterns are refined post-transcriptionally via tuning at the level of processing, stability, and mobility, in a manner that allows for variability across distinct cell and tissue types. Besides miR166, which is known to move from its source on the abaxial side of leaf primordia to position the adaxial–abaxial boundary (Nogueira et al. 2009), our data predict mobility of miR156 and miR319 in the vasculature. In addition, mechanisms are in place to prevent the accumulation of miRNAs in stem cells of the meristem CZ. These mechanisms act in part via DCL1 and therefore at the level of precursor processing. miRNA processing efficiency is known to be sensitive to parameters affecting precursor secondary structure (Bologna et al. 2009; Moro et al. 2018), predicting some precursor-to-precursor variability. The extent of such variation is apparent in the *dcl1-2* versus wild type transcriptome comparisons. Moreover, these analyses, in accord with reduced *DCL1* expression in the CZ, show that miRNA processing is less efficient in the meristem stem cells as compared to leaf primordia. This situation is distinct from *Arabidopsis,* in which miRNAs not only accumulate, but also repress their targets in the CZ stem cells. 

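Precursors were also grouped by the domain of the atlas in which Supplemental Data Set S1 gives their highest level. Precursors highest in meristem domains, such as *MIR394a* and *MIR168a*, had higher log2 fold changes in *dcl1-2* in P3 primordia than in the CZ. The difference between the tissues passed for 2 of the 12 tested over all genes and for 3 adjusted over the list alone (fry p = 0.00116; camera p = 0.0214 with an estimated correlation). In the CZ itself 2 of 11 such precursors rose, and 5 adjusted over the list alone (fry p = 0.0137; camera p = 0.0364 with an estimated correlation). In P3 4 of 10 rose and 1 fell, and 5 rose and 1 fell adjusted over the list alone (fry p = 0.00407; camera p = 0.0119 with an estimated correlation). Of precursors highest in leaf domains, such as *MIR166d* and *MIR390a*, 9 of 12 rose in P3 and 1 fell, with the same counts adjusted over the list alone (fry p = 0.00377; camera p = 0.00896 with an estimated correlation). In the CZ 1 of 8 rose, and 3 adjusted over the list alone (fry p = 0.0968; camera p = 0.080 with an estimated correlation). Their difference between the tissues did not pass for the 12 tested by edgeR and passed for 1 by DESeq2 (fry p = 0.393; camera p = 0.605 with an estimated correlation). Precursors highest in the vasculature, such as *MIR159a* and *MIR319c*, rose in 2 of 6 cases in each tissue (fry p = 0.0295 in the CZ and 0.0142 in P3; camera p = 0.0659 and 0.0352 with an estimated correlation). Adjusted over the list alone, 3 rose and 1 fell in the CZ and 2 rose in P3. Their difference passed for 1 of 6, and for 2 adjusted over the list alone (fry p = 0.0151; camera p = 0.0567 with an estimated correlation). *MIR390a* had at most 2 counts in any CZ library, so a response in the CZ was not detectable at this depth. The groups were not compared with each other.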

In fact, miR394 and miR171 serve as L1-derived positional signals within the *Arabidopsis* CZ that define a domain of stem cell competency and stably anchor this domain to the growing shoot tip (Knauer et al. 2013; Han et al. 2020). Gene expression atlases show that distinct sets of genes characterize stem cell fate in the CZ of maize versus *Arabidopsis* (Knauer et al. 2019; Tian et al. 2019), and our data build on this, demonstrating that miRNA regulation is also distinct in the two meristems.

Beyond regulation of the miRNA itself, our study reveals developmental variation in miRNA-driven target repression. Based on high miRNA-target sequence complementarity, transcript cleavage has historically been considered the principal silencing mechanism used by miRNAs in plants. Our global comparison of miRNA and target expression across domains of the apex together with an overall low relative frequency of cleavage products reveals little evidence for a clearance mode of action driven exclusively by transcript cleavage. This finding is in line with proposals that most plant miRNAs repress their targets using both transcript cleavage and TR (Brodersen et al. 2008; Li et al. 2013a; Yu et al. 2017) and indeed lead us to posit that TR is widespread in miRNA-dependent patterning.

Relative PARE read counts suggest large variation in the contribution of target cleavage between miRNAs. Specifically, miR156, miR160, miR169, miR172, and miR319 emerge as having a notably higher cleavage activity, showing further variation between individual target modules. This aids in explaining earlier observations predicting that miRNAs can use different repression mechanisms even on closely related targets, for example, the effects of miR156 on its *SPL* targets (Xu et al. 2016; He et al. 2018). miRNA-target sequence complementarity and parameters affecting target site accessibility are known to impact miRNA efficacy (Li et al. 2014a; Liu et al. 2014; Zheng et al. 2017). Although complex scenarios can be envisioned in which such sequence-based variation in miRNA-target modules contributes to developmental patterning, we see no evidence for this, except for a position 9 wobble polymorphism in select miR169 target transcripts that unexpectedly is linked to an increased ratio of cleavage products. Moreover, the inferred variations in cleavage activity are not dictated by miRNA level or the miRNA-to-target ratio.

Although unaffected by miRNA and miRNA-to-target levels, cleavage activity may be regulated in a tissue-dependent manner. Distinctly higher PARE signature ratios are observed for miRNAs acting in the vasculature compared to other tissues of the shoot apex, and this is typified by strongly reduced expression of *DRB2* and raised expression of *HESO1*, known to be required for miRNA-driven TR and degradation of transcript cleavage products, respectively (Ren et al. 2014; Reis et al. 2015). It is notable that mechanisms tuning miRNA abundance and action are in play particularly in the meristem and vasculature. In *Arabidopsis*, these tissues use a gating mechanism to regulate the cell-to-cell movement of small RNAs (Skopelitis et al. 2018). Although individual cell types within the vasculature are as yet unresolved, the meristem and vasculature may be particularly disposed to such regulation, with both tissues comprising stem cell niches where multiple cell fates are continuously defined in close spatial and temporal proximity.

Considering transcript cleavage and TR as working side-by-side, the question arises of what the relative contributions of these two silencing mechanisms are to developmental patterning, in particular, because miRNA-to-target ratios do dictate the formation of stochastic patterns in development, as well as the morphogen-like behavior of mobile miRNAs (Plavskin et al. 2016; Skopelitis et al. 2017). The underlying threshold-based readout reflects a switch in AGO activity from a clearance mode to a rheostat mode depending on whether the miRNA-to-target ratio exceeds a given threshold. Our data imply that this switch is not programmed at the level of cleavage, leading to the inference that, although miRNA cleavage activity is clearly variable across miRNAs and miRNA-target modules, this variation is less relevant in shaping the readout of miRNA-driven target regulation. Instead, we propose TR as the master tuner that, beyond a base level of transcript cleavage-driven repression, toggles the mode of miRNA-mediated target regulation between clearance and rheostat to bring about the required versatility in patterning outcomes. Given the current advances in quantitative proteomics, a direct evaluation of miRNA-driven TR at a global level and with the sensitivity and resolution needed may soon be possible, enabling a definitive assessment of this model.

The prominence of miRNAs as regulators of developmental gene expression is intuitive given their unprecedented versatility. However, the very complexity of the miRNA pathways connected to this versatility has made the steps that tailor miRNA activities difficult to identify. Our data shed light on this regulation, highlighting the significance of developmental context for regulating miRNA output. Although miRNA accumulation is largely defined on a transcriptional level, levels are finessed post-transcriptionally, providing refined cell and tissue specificity. Further, the contribution of transcript cleavage to target repression also appears governed at the tissue level. The relative contributions of transcript cleavage and TR to miRNA-driven target repression is an important and open question, and here, our data propose that TR is not only widespread but offers a level of regulatory tuning over a baseline of repression supplied by transcript cleavage that is essential for pattern formation. This two-tier mode of regulation would confer a certain level of assurance or adaptability onto cells, given that TR is in principle reversible. Considering the full spectrum of miRNA targets, future studies should resolve whether miRNAs regulating plant responses to the environment are subject to a similar degree of tailoring.

## Methods

### Plant materials

All analyses were performed on 14-d-old B73 seedlings grown under long day conditions (16 h 24°C light to 8 h 20°C dark cycles). The *dcl1-2* allele (Petsch et al. 2015) was introgressed for four generations into B73 before analysis.

### Laser microdissection, RNA-seq library construction, and sequencing

Tissues of interest were isolated from at least six independent apices for each of two biological replicates by laser microdissection, as described previously (Knauer et al. 2019). Adaxial and abaxial tissues were collected from P2 and P3 leaf primordia of 14-d-old B73 seedling apices. For *dcl1-2* to wild type comparisons, the CZ and P3 leaf primordia were dissected from 14-d-old sibling seedling apices. RNA was extracted as previously described (Knauer et al. 2019) and linearly amplified using the ARCTURUS RiboAmp HS Plus Kit (Thermo Fisher Scientific). RNA-seq libraries were constructed using standard Illumina protocols. All libraries were sequenced on Illumina HiSeq platforms. All sequencing metrics can be found in Supplemental Data Set S5.

### Annotation of miRNA and miRNA biology–related genes

Considering that most miRNA genes remain poorly annotated in the filtered gene set (version FGSv5b+), genomic coordinates for miRNA precursors were manually curated based on available transcriptome data for B73 and Mo17 apices (Li et al. 2013b). miRNA hairpin annotations in miRBase (v21) were mapped back to B73 RefGen_v3, and the location of the precursor transcripts defined based on the distribution of RNA-seq reads at the locus. For miRNA genes for which transcriptome data was not available, the gene model was annotated to cover the miRNA hairpin ±100 nt. Curated precursor locations were used to determine transcript accumulation across tissues of the shoot apex atlas, as previously described (Knauer et al. 2019). Maize genes with functions in small RNA biology were identified based on information from published work, or through identification of maize homologs of known *Arabidopsis* genes using standard homology searches (BLASTP 2.26++) and the paralog search tool in BioMart (https://www.gramene.org) (Tello-Ruiz et al. 2018). Expression values for genes with paralogous functions were combined, and relative expression across the 12 SAM domains determined.

### Gene expression analysis

RNA-seq data for the adaxial and abaxial tissue samples were processed and analyzed as described in Knauer et al. (2019). Briefly, trimmed reads were aligned to the B73 RefGen_V3 using GSNAP (Wu and Nacu 2010), and uniquely mapped reads were used for subsequent analyses allowing two or fewer mismatches every 36 bp and fewer than five bases for every 75 bp. miRNA precursor expression values were calculated for all 12 B73 shoot apex samples based on the annotated precursor models. Target gene expression values were calculated similarly or collected from Knauer et al. (2019). Heatmaps were generated using the R package “ComplexHeatmap.” The clustering method was set to the default “hierarchical clustering.” Expression levels were normalized using the formula *y(*i*) = [*x*(*i*) − min(*x*)]/[max(*x*) − min(*x*)]* where **x*(*i*)* represents gene expression in different subdomains; **i** indicates the different tissues types; *max(*x*)* represents the maximum expression value of a given gene across the different domains; *min(*x*)* represents the minimum expression value of a given gene across the different domains; and *y(*i*)* is the normalized value ranging from 0 to 1.

For *dcl1-2* to wild type comparisons, sequence reads were trimmed using Trimmomatic version 0.36 (Bolger et al. 2014) and aligned to the B73 RefGen_v3 reference genome with TopHat version 2.1.1 (Kim et al. 2013). Read counts per gene were computed based on the B73 genome annotation FGSv5b updated with the curated miRNA precursor models from uniquely mapped reads using HTSeq version 0.9 (Anders et al. 2015). Differential gene expression was determined with DESeq2 (Love et al. 2014) on genes with a mean expression value ≥1 RPM in at least one library using default parameters and an absolute log_2_FC ≥ 1 and *Q* < 0.05 cutoff.

### Small RNA data analysis

Total RNA was extracted from 14-d-old B73 shoot apices comprising the SAM and three- or four-leaf primordia using TRIzol reagent (Invitrogen). RNA was treated with DNase I (Promega), and small RNA-seq libraries prepared from 1.2 µg total RNA using standard Illumina protocols. All libraries were sequenced on Illumina Hi-Seq platforms (for sequencing metrics, see Supplemental Data Set S5). Sequence reads were trimmed using cutadapt version 1.13 (Martin 2011). Trimmed reads (18–26 nt) were aligned to the maize B73 RefGen_v3 genome (AGP_v3) using Bowtie version 1.1.2 (Langmead et al. 2009). No mismatches and a maximum of 20 alignments per read were allowed. Reads matching known structural RNAs (rRNAs, tRNAs, sn-RNAs, and sno-RNAs) identified from the Rfam and GenBank noncoding RNA databases (https://www.sanger.ac.uk/tool/rfam/ and https://www.ncbi.nlm.nih.gov/genbank/, respectively), were removed from further analysis. Remaining sequences were annotated using BEDTools (version 2.25.0) (Quinlan and Hall 2010) based on known miRNAs in miRBase (v21).

For correlation analysis between mature miRNA and precursor abundance, sum expression for all precursors associated with a given mature miRNA isoform across meristem, internode, P1, P2, P3, and vasculature (nonoverlapping tissues in the atlas reflecting the tissue used for small RNA analysis) was calculated. Total precursor levels and miRNA abundance were normalized at log-scale, and the Spearman's correlation calculated in R (R Core Team 2018).

### Small RNA target identification and PARE analysis

Potential targets were predicted using TargetFinder, allowing a maximum score of 5 (https://github.com/carringtonlab/TargetFinder). Predicted targets were validated using PARE (parallel analysis of RNA ends) sequencing data generated from 14-d-old B73 seedling apices comprising the SAM and three- or four-leaf primordia (Dotto et al. 2014). PARE captures the 5′ ends of noncapped transcripts, including miRNA-directed cleavage products. Mean PARE tag abundance for large (31 nt, W_L_) and small (5 nt, W_s_) windows around the predicted miRNA cleavage site was calculated from two biological replicates to assess enrichment of signatures at the miRNA cleavage site over chance occurrence, for instance, signatures stemming from RNA degradation (Dotto et al. 2014). Cleavage sites were filtered to retain only those for which W_s_/W_L_ ≥ 0.75 and W_s_ ≥ 4. Potential target genes without PARE signatures were identified using MapMan annotations of the maize filtered gene set (version FGSv5b+) or the paralog search tool in BioMart (https://www.gramene.org) (Tello-Ruiz et al. 2018). Binding site sequences were extracted from TargetFinder. Binding site positions and flanking sequences were annotated based on transcript information for the filtered gene set version FGSv5b+.

The relative frequency of PARE signatures was calculated based on the W_s_ PARE value of a target over its mRNA level in the miRNA precursor domain (Supplemental Table S2). Only targets with a mean expression value ≥1 RPM in at least one tissue were considered. Owing to target sequence conservation, select PARE signatures map to more than one target. Relative PARE signatures were calculated two ways: first, the observed W_s_ signature frequency was assigned to each target independently; second, the signature frequency was distributed to the respective targets according to their relative transcript abundance in the miRNA precursor domain. The two approaches produced analogous results from which the same inferences and conclusions arise. Data using the first approach are presented.

Pearson's correlations between the relative number of PARE signatures and TargetFinder score, miRNA level, or miRNA-to-target ratio were calculated in R (R Core Team 2018). miRNA-to-target ratios were calculated as the sum of miRNA precursor expression over the level of target expression in the miRNA precursor domain (Supplemental Table S2). The combined miRNA-to-target ratio was calculated as the sum expression of miRNA precursors over the sum expression of all targets in the miRNA precursor domains (Supplemental Table S2).

### In situ hybridization

In situ hybridizations were performed on 14-d-old B73 seedling apices, as in Javelle and Timmermans (2012). Probe concentrations and hybridization parameters are detailed in Supplemental Table S3.

## Data access

All raw and processed sequencing data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE147576. Scripts used for miRNA-target analysis are available as Supplemental Code.

## Supplementary Material

Supplemental Material

# Supplementary material for: Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts
**Source:** Genome Res. 2021 May;31(5):811–22. doi: 10.1101/gr.270918.120
**Supplement:** Supplemental Material

Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts — Supplemental Material 

# Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts

## Supplemental Material

- Supplemental\_Material.pdf
- Supplemental\_Datasets.xlsx
- Supplemental\_Code.zip

# Supplementary material for: Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts
**Source:** Genome Res. 2021 May;31(5):811–22. doi: 10.1101/gr.270918.120
**Supplement:** Supplemental Material

Supplemental Information for

Genome-wide analysis of plant miRNA action clarifies levels of regulatory dynamics across developmental contexts

Xiaoli Ma^{1*}, Tom Denyer^{1*}, Marie Javelle², Antje Feller¹, and Marja C. P. Timmermans^{#1}

² Biogemma, CRC, route d'Ennezat, 63720 Chappes, France

* These authors contributed equally to this work

Table of Contents

Supplemental Figure 1

Supplemental Figure 2

Supplemental Figure 3

Supplemental Figure 4

Supplemental Table 1

Supplemental Table 2

Supplemental Table 3

Supplemental Datasets 1 - 5 (separate file)

Supplemental Code (separate file)

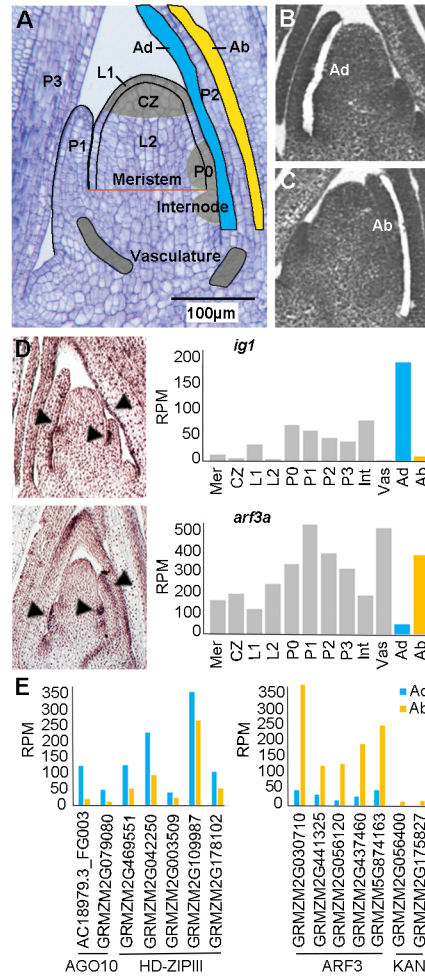

Supplemental Figure 1. Precision of laser microdissection. (A) Longitudinal section of a 14-day-old B73 seedling apex highlighting the adaxial (Ad) and abaxial (Ab) sides of the P2 primordium (adapted from Knauer et al. 2019). (B, C) Maize apex sections following laser microdissection of the abaxial (B) or adaxial (C) side of the P2 primordium. (D) *in-situ* hybridizations showing localisation of *IG1* and *ARF3a* transcripts on the adaxial and abaxial side of leaf primordia, respectively, match the transcript level profiles in adaxial and abaxial domain RNA-Seq libraries. Black arrowheads highlight select positions of transcript accumulation. (E) Expression levels for select marker genes in the adaxial and abaxial domain RNA-seq libraries reflect expectations.

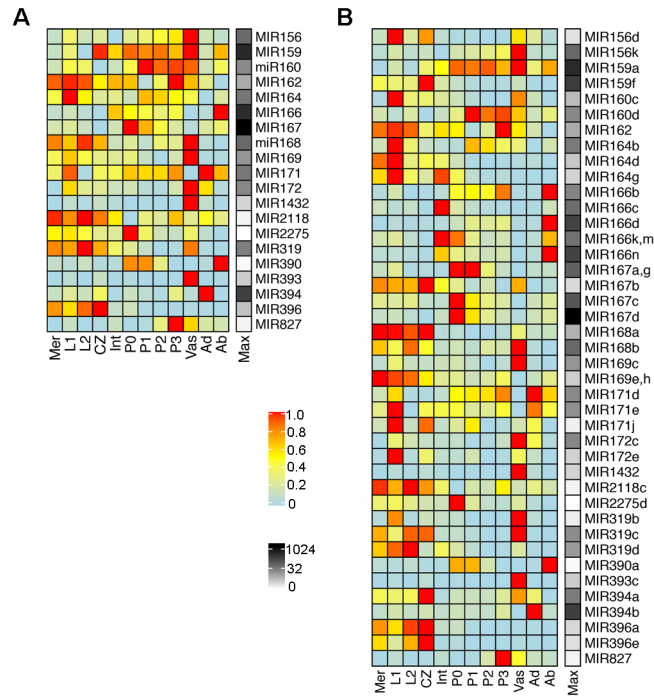

Supplemental Figure 2. Precursor expression is dispersed across SAM domains. (A, B) Heatmaps displaying expression profiles across the maize shoot apex for 41 expressed (RPM ≥ 1 in at least one domain) miRNA precursors combined by family (A) and individually (B). The second heatmap is grouped by miRNA family and illustrates that individual members in a family are expressed in different domains and to substantially different levels. Expression values are normalised per precursor or family from 0 (lowest value) to 1 (highest value) (see Methods). The maximum expression value of precursors across all domains is shown to the right of the heatmap (black-white scale).

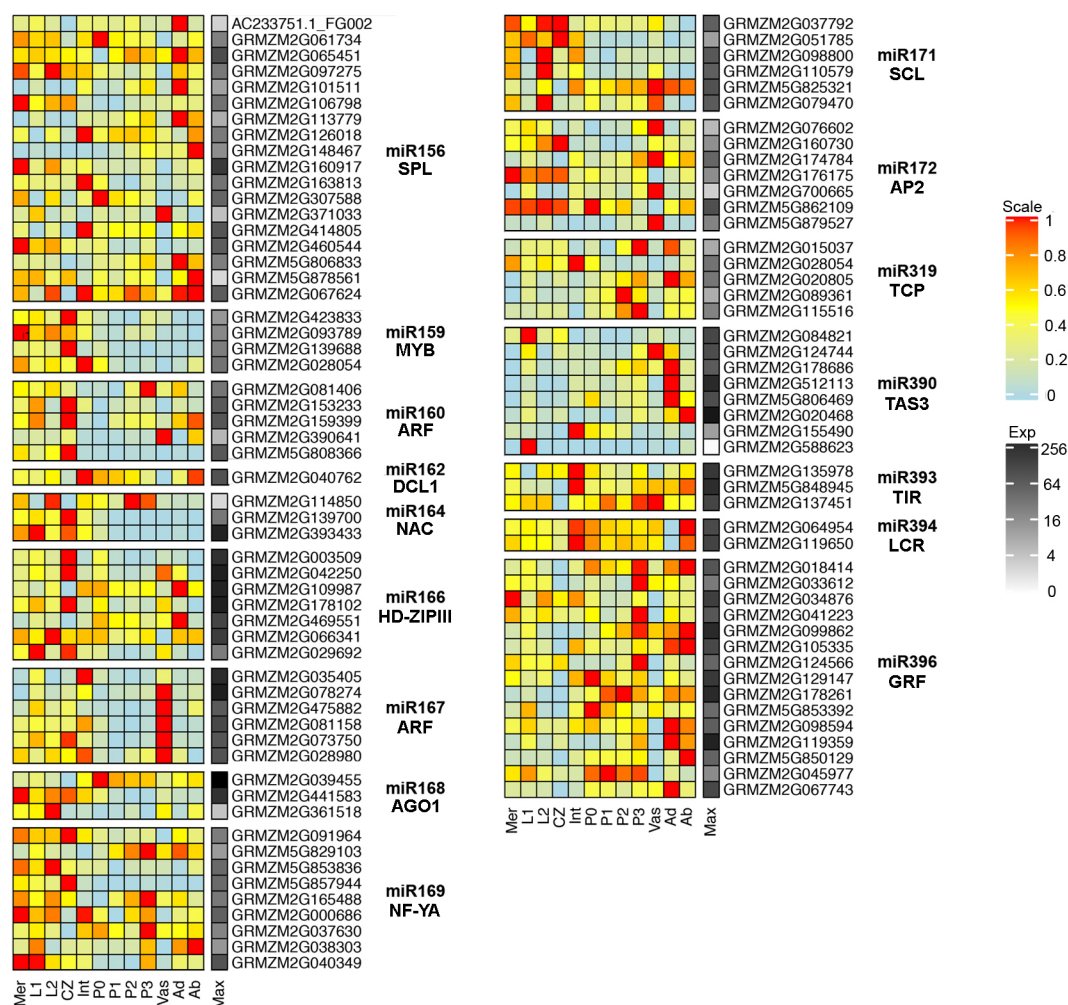

Supplemental Figure 3. Target genes show variable co-expression with their miRNA. Heatmap displaying expression profiles across the maize shoot apex for 102 expressed (RPM ≥ 1 in at least one domain) targets grouped by miRNA family. Gene expression levels are normalised per target from 0 (lowest value) to 1 (highest value) (see Methods). The maximum expression value of targets across all domains is shown to the right of the heatmap (black-white scale). It is evident that targets show considerable variability in the level of co-expression with their respective miRNA.

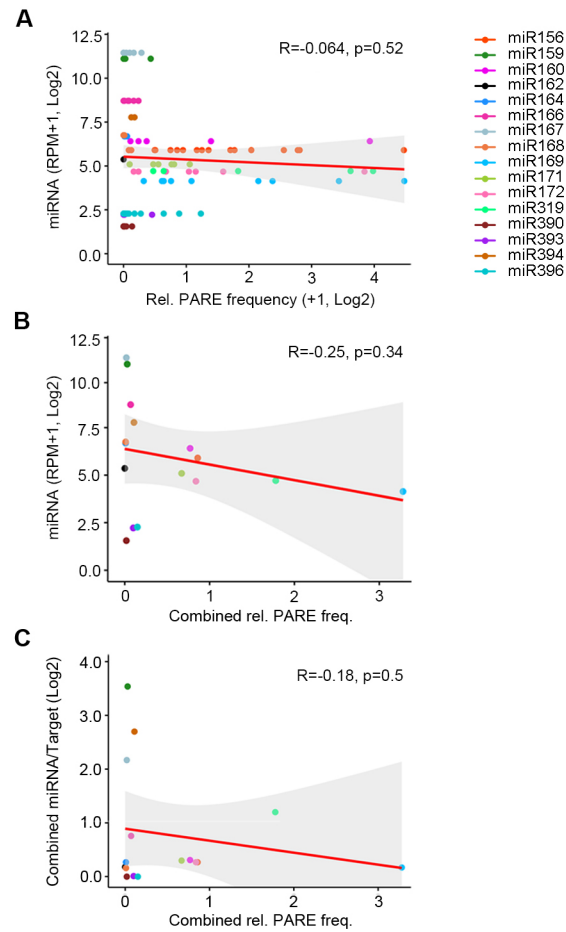

Supplemental Figure 4. Target cleavage efficiency is not dictated by miRNA abundance or miRNA-to-target ratio. (A, B) The relative number of PARE signatures for natural targets is not correlated to miRNA abundance, whether considering targets individually (A) or combined on a per miRNA basis (B). (C) Relative PARE frequencies are also not correlated to miRNA-to-target ratio whether on the level of individual targets (**Fig. 6C**), or when this ratio is calculated for all targets of a given miRNA combined, as is shown here. The 95% confidence area is marked in grey.

Supplemental Table 1. Complexity of confirmed maize miRNA families

**Family**	**No. of precursor genes**	**No. of miRNA hairpins**	**No. of mature miRNAs**
<i>MIR156</i>	12	12	3
<i>MIR159</i>	11	11	5
<i>MIR160</i>	6	6	2
<i>MIR162</i>	1	1	1
<i>MIR164</i>	8	8	4
<i>MIR166*</i>	11	12	3
<i>MIR167*</i>	8	9	2
<i>MIR168</i>	2	2	1
<i>MIR169*</i>	16	17	10
<i>MIR171</i>	11	11	6
<i>MIR172</i>	5	5	2
<i>MIR319</i>	4	4	1
<i>MIR390</i>	2	2	1
<i>MIR393</i>	3	3	1
<i>MIR394</i>	2	2	1
<i>MIR395*</i>	4	16	4
<i>MIR396*</i>	7	8	4
<i>MIR397</i>	1	1	1
<i>MIR398</i>	2	2	1
<i>MIR399</i>	10	10	6
<i>MIR408</i>	1	1	1
<i>MIR482</i>	1	1	1
<i>MIR528</i>	2	2	1
<i>MIR529</i>	1	1	1
<i>MIR827</i>	1	1	1
<i>MIR1432</i>	1	1	1
<i>MIR2118*</i>	5	7	7
<i>MIR2275*</i>	3	4	4
**Total**	**141**	**160**	**76**

* miRNA families with polycistronic precursors.

Supplemental Table 2. miRNA precursor domains

**miRNA**	**precursor domain**
miR156	vasculature
miR159	meristem, internode, P1, P2, P3, vasculature*
miR160	P1, P2, P3, vasculature
miR162	meristem, internode, P1, P2, P3, vasculature*
miR164	meristem, internode, P1, P2, P3, vasculature*
miR166	abaxial
miR167	P0,P1, P2
miR168	meristem, vasculature
miR169	vasculature
miR171	L1
miR172	vasculature
miR319	vasculature
miR390	meristem, internode, P1, P2, P3, vasculature*
miR393	vasculature
miR394	adaxial
miR396	meristem, internode, P1, P2, P3, vasculature*

*non-overlapping domains of the apex

Supplemental Table 3. *in situ* hybridization probe concentrations and hybridization parameters

Probe	Sequence	Label	Hybridization temperature	Amount pmol/slide
miR156	GTGCTCACTCTCTTCTGTCA	5'+3'-DIG	50°C	10
miR160	TGGCATACAGGGAGCCAGGCA	5'+3'-DIG	55°C	10
miR166	GGGAATGAAGCCTGGTCCGA	5'-DIG	50°C	10
miR167	TAGATCATGCTGGCAGCTTCA	5'-DIG	55°C	10
miR319	GGGAGCACCTTCAGTCCAA	5'+3'-DIG	50°C	10
miR394	GGAGGTGGACAGAATGCCAA	5'+3'-DIG	55°C	5

How the deposited data were processed for this re-analysis (not part of the article)

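The data cover 8 RNA-seq libraries of maize shoot apices, 2 each of wild-type CZ, *dcl1-2* CZ, wild-type P3 and *dcl1-2* P3, and 1 small RNA library of wild-type apices. Samples were grouped by genotype, tissue and replicate as the labels and the paper give them.

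For the RNA-seq data, the authors trimmed reads with Trimmomatic, aligned them to B73 RefGen_v3 with TopHat and deposited a table of raw counts of uniquely mapped reads per gene, made with HTSeq in an annotation with curated precursor models. The authors deposited RPM columns in the same table, which were used only as an alternative, because they sum to different totals in the CZ and in P3. The table has 45498 rows, each naming a gene or precursor, and 1 blank count cell was read as 0. For the small RNA data, the authors trimmed reads with cutadapt 1.13, kept those of 18 to 26 nt, aligned them with Bowtie 1.1.2 and deposited the counts and RPM of mature miRNA sequences. Precursor levels from the atlas, targets and pathway genes were taken from the paper's supplemental data sets, and their values and those of Fig. 4D were seen before the deposited values. The precursor coordinates in the count table differ from those of Supplemental Data Set S1, with a median shift of 29.5 kb; of the 141 precursors, 0 have the same start. The printed coordinates are those of Supplemental Data Set S1, and distances to *DCL1* use those of the count table. Gene names beyond those of the paper come from a table of the assembly Zm-B73-REFERENCE-NAM-5.0, which matched 18884 rows, 520 of them to more than 1 name; it was used for names only.

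Counts were tested with the quasi-likelihood test of edgeR 4.0.16 (limma 3.58.1, R 4.3.3) after TMM normalization, with the 4 libraries of a tissue in each model. Genes were kept at a mean of at least 1 RPM over the replicates of wild type or *dcl1-2*. P-values were adjusted by Benjamini-Hochberg over the genes kept and, for lists, also over the list alone. The difference between P3 and the CZ in the effect of *dcl1-2*, and wild-type CZ against wild-type P3, were tested as contrasts over all 8 libraries with 4 groups. Standard errors are the absolute log2 fold change divided by the square root of the F statistic. Sets of genes were tested with fry, which asks whether the members move one way on balance, and with camera, at a preset correlation of 0.01 and with an estimated correlation; only the camera p with an estimated correlation is printed. DESeq2 1.42.0 was run as an alternative. The fold of a gene with no count in a group was computed against 3 counts over the group. Mature miRNAs with the same sequence were counted once, and their levels were compared with the precursor sums by Spearman's rho with 100000 permutations and by a straight line through log10 values with a pseudocount of 1. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 was used for these steps, and matplotlib 3.10.9 for the plot.

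Apart from those said to be chosen or singled out after their values were seen, the genes the text names follow a rule set ahead of the deposited values. They are drawn from the precursors and genes the paper names for this experiment, the *DCL1*, *HST*, *AGO1*, *AGO10*, *HESO1* and *DRB2* genes, the 10 highest and 10 lowest differentially expressed genes of each tissue with both *dcl1-2* libraries on 1 side of both wild-type libraries and a mean of at least 5 RPM in the higher genotype, of each list up to 4 passing members with the smallest p, the precursors that pass the test of the difference between tissues, the 10 most abundant mature miRNAs and the miRNAs the paper names. Not all of these are printed, and values of the *HESO1* and *DRB2* genes are left out. The lists were the precursors and their split by atlas domain, targets by miRNA family, *tas3* transcripts, pathway genes by their headings, and, from gene symbols, meristem KNOX genes, regulators of meristem size, leaf YABBY and polarity genes and epidermal HD-ZIP IV genes. Lists defined by gene descriptions, such as photosynthesis genes, were not run, as the name table holds none.

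The total counts were 24753974 to 30327603 in the CZ libraries and 8626824 to 10328582 in the P3 libraries, so 1 RPM is worth about 9 to 10 counts in P3 and more in the CZ. The edgeR tests were tested on simulated data with the means, library sizes and spread of these libraries. In the CZ, P3 and the difference between them, 10.7%, 8.39% and 14.3% of the simulated calls fell on unchanged genes, above the 5% that the adjustment aims at. Simulated calls were made by adjusted p alone, without the fold change cutoff. For the difference between the tissues 12% of genes with a simulated log2 change of 1 and 54% of those with 2 were recovered. Sets of unchanged genes had a fry p under 0.05 in 5%, 3.5% and 6% of 200 sets for the CZ, P3 and the difference between them. Alternatives were other normalizations, filters, tools, a fold change cutoff, all 8 libraries in 1 model, the replicate number as a block, leaving out each library in turn, pseudocounts, and other choices for the small RNA data.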

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

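The tests of the precursor response below, the comparison of *dcl1-2* CZ genes with their wild-type levels, the window of 5 Mb around *DCL1* and the distance of *MIR171e* were chosen only after the result was seen; earlier forms of these tests, which counted precursors or let their level in *dcl1-2* decide which were in the set, were replaced after their results were seen.

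The effect of *dcl1-2* was larger in P3 primordia than in the CZ for *MIR394a*, *MIR159a* and *MIR168a*, by 3.09, 1.44 and 1.92 on the log2 scale in the test of the difference between the tissues. The values of *MIR159a* argue against lower depth in P3, with noisy ratios of weak precursors, as the cause: it was at 105 and 377 RPM in wild-type CZ and P3 and had the difference of 1.44 with an SE of 0.20 (adjusted p = 0.00347 from edgeR). The 6 precursors that reach 10 RPM in wild type of both tissues, *MIR159a* among them, had the larger ratio in P3 in 5 cases. Their log2 fold changes were higher there by 1 set test and not by the other (fry p = 0.0427, camera p = 0.0933 with an estimated correlation). For precursors other than the 3 lower depth thus stays open. This set leaves out *MIR394a* and *MIR168a*, which are under 10 RPM in wild-type P3, so it does not bear on them. Their differences passed a test that takes depth into account, but that of *MIR168a* was lost when some single libraries were left out. The values of all 3 argue against a larger share of epidermal cells in *dcl1-2* P3, since *ocl3*, the HD-ZIP IV gene that rose most in P3, had a log2 fold change of 0.81 (SE 0.20) and *MIR159a*, the lowest of the 3 there, 2.10 (SE 0.13). In all, 14 of the 33 precursors tested in P3 rose by more than *ocl3* by over 2 SE. The other 19 include *MIR162* and *MIR160c*, which fell, and precursors that did not pass the test, with no rise to explain. For those of the 19 that rose, a larger epidermal share stays open. Gene models on the same strand cover nearly the same stretch as *MIR394a*, *MIR159a* and *MIR168a*. GRMZM2G374085 has the start, end and counts of *MIR159a*. GRMZM2G113235 shares the start of *MIR394a* and overlaps it by 5244 bp, and GRMZM2G049727 spans all of *MIR168a*. This argues against reads of a separate gene on that strand for the 3. Reads from the opposite strand stay open for *MIR168a*, where GRMZM5G899308 has the same counts. For other precursors shared reads stay open, as the 8 that overlap no model are too few to decide. Of these 8, 5 had the larger ratio in P3 and 2 in the CZ, and the remaining precursor had equal ratios. As a set they went in the same direction (fry p = 0.0844, camera p = 0.253 with an estimated correlation). The design confounds tissue with library layout, so a difference between the tissues in processing, as the paper proposes, remains untested against it.

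Genes called in *dcl1-2* lay near *DCL1* on chromosome 1 more often than other tested genes. Within 20 Mb were 4.43% of the genes called in P3 against 2.13% of those tested (odds ratio 2.19, 95% interval 1.404 to 3.29; 1-sided Fisher's exact p = 0.000398), and 15.0% against 2.16% in the CZ (odds ratio 8.10, 95% interval 2.76 to 19.6; p = 0.000201 from the same exact test). In P3 14 of these were higher and 12 lower, among them GRMZM2G137352 with a log2 fold change of 3.96 and GRMZM2G105415 with −3.08, and in the CZ 1 was higher and 5 lower, among them GRMZM2G085691 with −2.37; the P3 genes named here were chosen after their values were seen. This is what a donor haplotype carried along with *dcl1-2* may give, behind part of the calls, but neighbouring genes are not independent and an effect of *DCL1* on its neighbours was not tested. GRMZM2G075701, called in both tissues, went in opposite directions, with a log2 fold change of −1.76 in the CZ and 1.00 in P3. It was also chosen after its values were seen. Within 5 Mb lay 18 of the P3 genes and all 6 of the CZ genes, and *MIR171e* lies 3.35 Mb away.

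Some of the genes lowest in the *dcl1-2* CZ may reflect leaf tissue in the wild-type CZ samples, a hypothesis drawn from these data. Of the 28 genes lower in the CZ, 17 have a higher mean in wild-type P3 than in wild-type CZ, but only 4 a mean at least 10 times higher. For 9 of the 28 wild-type CZ was above wild-type P3 by over 2 SE, which argues against leaf tissue that resembles P3 as their cause, although the tissues also differ in library layout. The set of P3-type genes, of which 455 were tested in the CZ, had a median log2 fold change of −0.617, with 353 members below 0, but did not pass as a set (fry p = 0.153; camera p = 0.139 with an estimated correlation). The median moved to −0.26 without wild-type CZ replicate 1, where the set did not pass, and to −0.82 without wild-type CZ replicate 2, where it passed with a fry p of 0.0463, so the explanation stays open for the other genes, as does a change of these genes in *dcl1-2*.

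The response to *dcl1-2* differed between the tissues for 555 of 23512 genes (the signed log2 fold change was higher in P3 for 478 and lower for 77); when counts were scaled by library totals, which shifts the median of all genes by −0.11, it was higher in P3 for 327 of 430. The count was 332 and 245 without *dcl1-2* CZ replicates 1 and 2, 368 and 911 without wild-type CZ replicates 1 and 2, 278 and 79 without *dcl1-2* P3 replicates 1 and 2, and 317 and 153 without wild-type P3 replicates 1 and 2.

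In data on genes that the paper does not discuss for *dcl1-2*, 21 of 111 miRNA targets rose in P3 by edgeR. Adjusted over the list alone, 25 rose (fry p = 0.0167, camera p = 0.0437 with an estimated correlation). *DCL1*, the mutated gene, is a target of miR162 and rose in P3, so it may be among the 21. Targets of miR390 may include gene models with the same counts as *tas3* transcripts, so the target and *tas3* counts may overlap. The signed log2 fold change was higher in P3 than in the CZ for 12 of 114 targets and lower for 1, GRMZM2G119650, a target of miR394, and for 17 and 3 adjusted over the list alone (fry p = 0.00278; camera p = 0.0138 with an estimated correlation). Without wild-type P3 replicate 1 it was higher for 4 targets and lower for 3, so the balance was lost there. It was higher for 8 and 13 and lower for 0 and 1 without wild-type CZ replicates 1 and 2, higher for 6 and 8 and lower for 1 and 0 without *dcl1-2* CZ replicates 1 and 2, higher for 3 and lower for 0 without wild-type P3 replicate 2, and higher for 8 and 2 and lower for 0 and 0 without *dcl1-2* P3 replicates 1 and 2. GRMZM2G119650 was chosen after its values were seen, and its difference of −1.57 (SE 0.32, adjusted p = 0.0243 from edgeR) was lost without wild-type CZ replicate 1 (adjusted p = 0.0571 from edgeR), *dcl1-2* CZ replicate 2 (0.0961), wild-type P3 replicate 2 (0.110) and *dcl1-2* P3 replicates 1 (0.103) and 2 (0.0877). Of 8 *tas3* transcripts tested, 4 were higher in *dcl1-2* P3, also adjusted over the list alone (fry p = 0.0582; camera p = 0.059 with an estimated correlation). The *tas3i* transcript rose from 94.5 ± 5.24 to 303 ± 14.1 RPM (mean ± SD), a log2 fold change of 1.74 (SE 0.14, adjusted p = 1.2e-06 from edgeR). The *tas3d* call was lost without *dcl1-2* P3 replicate 1 (adjusted p = 0.0777 from edgeR), and *tas3a*, *tas3g* and *tas3d* were lost with all 8 libraries in 1 model (adjusted p = 0.122, 0.156 and 0.153 from edgeR).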

How the results depend on the processing

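The alternatives with DESeq2 and another filter, shrunken fold changes or all 8 libraries, those with the authors' RPM, and those without overlapping gene models or with P3 counts halved were chosen only after the data were seen. Of 283 alternatives to the results of the comparisons, 229 kept the direction and the side of the threshold, or stayed within 1.5 times a count. Of 59 added ones 12 did not keep it, and of 88 that leave out 1 library 66 did. Counts of genes and the correlations of *dcl1-2* with wild type were compared by size alone, without their direction. Among the other results 0 were in the opposite direction. RLE and library totals kept all 14 results each, the filter of 1 RPM in any library all 16 and that of 10 counts 15 of 16. For the pathway genes in wild-type CZ against P3, library totals kept the total count but turned its balance of higher and lower. DESeq2 kept 6 of 11 results, giving 206 genes, 8 precursors and 6 targets in the CZ, and 1022 genes and 6 precursors for the difference between the tissues. With DESeq2 and the authors' RPM of 1 or more in any library the CZ counts were 193, 8 and 6, with their mean RPM 192, 8 and 6, and with all 8 libraries 359, 10 and 5, with 11 precursors higher in P3; shrunken fold changes gave 6 targets in the CZ and 351 genes in P3. With edgeR over all 8 libraries 199 genes were called in the CZ and 308 in P3. With no filter the CZ counts were 433 genes, 9 precursors and 8 targets, and 1589 genes and 10 precursors differed between the tissues. The filter of 10 counts gave 3 targets in the CZ. Dropping the fold cutoff gave 1012 genes in P3, and Pearson's r was 0.981 in the CZ on a log2 scale. The replicate numbers are only shared: the deviations of libraries with the same number had correlations of 0.0936 in the CZ and 0.00364 in P3. With the replicate number as a block, 198 genes and 7 targets were called in the CZ, the precursor set had a fry p of 0.0543, and 948 genes and 5 precursors differed between the tissues. Leaving out 1 library gave 42 to 449 genes, 2 to 7 precursors and 1 to 6 targets in the CZ, a fry p of 0.0309 to 0.200 for the CZ precursors and 0.0250 to 0.0377 for those in P3, an r of 0.981 to 0.991 in the CZ and 0.956 to 0.969 in P3, a log2 fold change of *DCL1* in P3 of 0.56 to 0.95, and 79 to 911 genes that differed between the tissues. A lone library is then assumed to vary like the other group. The log2 fold changes of wild-type CZ against P3 for GRMZM2G458554, GRMZM2G385313 and GRMZM2G085924 were 1.04, 0.24 and 0.24 and did not pass the test with all libraries. Without wild-type CZ replicate 1 they turned to −5.87, −9.49 and −9.49. Without wild-type P3 replicate 1 they were 2.14, −0.75 and −0.75, and without wild-type P3 replicate 2 they were 0.44, 5.99 and 5.99. With the replicate number as a block they were −1.40, −1.37 and −1.37. The cause was not tested.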

Differences from the paper's values

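The settings with DESeq2 and the authors' RPM, with shrunken fold changes, with DESeq2 over all 8 libraries, and with the authors' RPM plus 1 were chosen after the values were seen. The paper gives 0.43% and 1.20% as the shares of differentially expressed genes in the CZ and P3, from DESeq2 and without the denominator. With DESeq2 and all genes and precursors in the table as denominator, the shares were 0.453% and 1.31%, which do not differ from the paper's. They were 0.424% and 1.24% with the authors' RPM of 1 or more in any library, and 0.422% and 1.32% with their mean RPM. Both of these filters were chosen after the values were seen. In the CZ edgeR gave 0.246% of the genes tested. Of the alternatives set before the data were examined, the filter of 10 counts (0.334%), no fold cutoff (0.292%) and leaving out *dcl1-2* CZ replicate 1 (0.406%) or wild-type CZ replicate 1 (0.610%) do not differ from the paper's value. DESeq2 (1.04%), RLE, library totals, the filter of 1 RPM in any library, no filter, the replicate block, all 8 libraries and leaving out *dcl1-2* CZ replicate 2 or wild-type CZ replicate 2 do. Of all genes and precursors in the table the CZ share was 0.108%. DESeq2 (0.453%), the replicate block (0.435%) and all 8 libraries (0.437%) do not differ from the paper's 0.43%, and RLE, library totals, the 3 filters, no fold cutoff and leaving out any 1 library do. DESeq2 with the authors' RPM of 1 or more in any library (0.424%) or with their mean RPM (0.422%), chosen after the values were seen, also reach it; of the precursors the paper names by family in the CZ *MIR319c* and *MIR394a* have an adjusted p under 0.05 there and *MIR394b* drops out. In P3 edgeR gave 2.76% of the genes tested, against the paper's 1.20%. All 8 libraries in 1 model (1.31%) does not differ; DESeq2, RLE, library totals, the 3 filters, no fold cutoff, the replicate block and leaving out any 1 library do. Shrunken fold changes from DESeq2, chosen after the values were seen, gave 1.56%. Of the table, the P3 share of 1.37% does not differ from the paper's, nor do those from DESeq2, RLE, library totals, the filters of 1 RPM and 10 counts and leaving out any 1 library; no filter (1.99%), no fold cutoff (2.22%), the replicate block (1.95%) and all 8 libraries (0.677%) do, as do shrunken fold changes from DESeq2 (0.771%), chosen after the values were seen.

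A value is taken to differ from the paper's where 1 is over 1.5 times the other and, for a ratio, also where the distance exceeds the SD of the ratio over pairs of replicates. Of 21 ratios of *dcl1-2* to wild type read by eye from Fig. 4D, 4 differ. The SD was 1.79 for *MIR166b* and 1.47 for *MIR171d* in the CZ, and 0.474 for *MIR319c* and 0.502 for *MIR396a* in P3. For *MIR166b* in the CZ the ratio was 2.95 and the paper's is about 1.1; a pseudocount of 0.5 (2.12) and leaving out wild-type CZ replicate 2 or *dcl1-2* CZ replicate 2 do not differ, and TMM and leaving out any other library do. For *MIR171d* in the CZ it was 4.59 and the paper's is about 2.1; a pseudocount of 0.5 (3.35) does not differ, and TMM and leaving out any 1 library do. For *MIR319c* in P3 it was 3.41 and the paper's is about 1.4; leaving out wild-type P3 replicate 1 (1.71) does not differ, and a pseudocount of 0.5, TMM and leaving out any other library do, apart from wild-type P3 replicate 2, which leaves no count. For *MIR396a* in P3, with few counts, it was 0.71 and the paper's is about 0.1; leaving out wild-type P3 replicate 2 or *dcl1-2* P3 replicate 1 does not differ, and a pseudocount of 0.5, TMM and leaving out any other library with a value do. With the authors' RPM plus 1, chosen after the values were seen, *MIR166b* and *MIR171d* in the CZ, at 1.79 and 2.76, and *MIR319c* in P3, at 1.98, do not differ from the paper's values, and *MIR396a* in P3, at 0.953, does.

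Of 54 read counts of mature miRNAs in Supplemental Data Set S1, 2 differ from the deposited ones, 371 for miR398a,b against the paper's 37 and 185 for miR399e,i,j against the paper's 18. There is no alternative for a read count.

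The paper names precursors of miR319 and miR394 among those up-regulated in the CZ. *MIR319c* passed, while *MIR394a* had a log2 fold change of 0.88 with an adjusted p of 0.133 from edgeR; it passed under DESeq2 and with no filter (adjusted p = 0.0141 from edgeR), and under the DESeq2 settings chosen after the values were seen (adjusted p = 0.0249, 0.0188, 0.0229 and 0.0142 from DESeq2), with a log2 fold change under 1 in each. *MIR394b* passed in none of these settings.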

Other observations

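No test in this part was chosen after its result was seen. Wild-type CZ and P3 libraries differ in layout as well as tissue, so values for the comparison cannot separate them; scaling by library totals shifts the median of all genes by −0.22. Of 46 genes of the miRNA pathway, 14 were higher in the CZ and 11 lower by edgeR, also adjusted over the list alone, and 11 higher and 14 lower with library totals. *DCL1* did not pass, with a log2 fold change of −0.22 (SE 0.15, adjusted p = 0.213 from edgeR). The exportin gene *HST* (GRMZM2G043238) was lower in the CZ, at 3.41 ± 0.438 against 34.9 ± 4.74 RPM (mean ± SD), a log2 fold change of −3.13 (SE 0.27, adjusted p = 5.9e-07 from edgeR). Among the *AGO1* genes, AC209206.3_FG011 (−6.29) and GRMZM2G039455 (−2.50) were lower in the CZ and GRMZM2G162525 (0.62) and GRMZM2G441583 (1.45) higher. The *AGO10* genes AC189879.3_FG003 (−1.81) and GRMZM2G079080 (−0.75) were lower. KNOX genes, which maintain the meristem, were higher in the CZ in all 6 cases tested by edgeR, DESeq2 and over the list alone (camera p = 0.00425 with an estimated correlation); *kn1* (GRMZM2G017087) was at 1047 ± 109 RPM in the CZ and 3.41 ± 1.90 RPM in P3. Of 7 YABBY and polarity genes, which act in leaf primordia, 5 were lower and 1 higher (camera p = 0.0675 with an estimated correlation). Precursors highest in leaf domains were lower in the CZ in 12 of 12 cases by edgeR and 11 by DESeq2.

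Targets of miR166 rose in *dcl1-2* P3 primordia in 4 of 8 cases, 5 adjusted over the list alone (fry adjusted p = 0.0257; camera p = 0.0213 with an estimated correlation). GRMZM2G178102, an HD-ZIP III gene, rose from 103.04 ± 2.77 to 301 ± 41.8 RPM, a log2 fold change of 1.61 (SE 0.14, adjusted p = 5.2e-06 from edgeR), and was at 288 ± 30.1 and 253 ± 76.5 RPM in the CZ; the difference between the tissues was 1.84 (SE 0.26, adjusted p = 0.00349 from edgeR). The difference passed for 4 of the 8, and for 5 over the list alone (fry adjusted p = 0.0173; camera p = 0.0148 with an estimated correlation); it passed for 2 without wild-type P3 replicate 1, wild-type P3 replicate 2, *dcl1-2* CZ replicate 1 or *dcl1-2* P3 replicate 1, and for 1 without *dcl1-2* P3 replicate 2. Targets of miR169 rose in 4 of 9 cases in P3 (fry adjusted p = 0.0257; camera p = 0.0609 with an estimated correlation) and in 1 of 9 in the CZ (fry adjusted p = 0.0565; camera p = 0.0237 with an estimated correlation), 4 and 5 over the list alone; the P3 number was 2 without either *dcl1-2* P3 replicate 1 or 2, and the CZ number 2 without wild-type CZ replicate 2. *NF-YA4* (GRMZM5G853836), which encodes a CCAAT-binding subunit, rose in the CZ from 23.0 ± 3.75 to 76.3 ± 1.46 RPM, a log2 fold change of 1.6996 (SE 0.18, adjusted p = 0.00341 from edgeR), and in P3 from 17.2 ± 2.85 to 38.5 ± 4.15 RPM, a log2 fold change of 1.23 (SE 0.21, adjusted p = 0.00268 from edgeR). It was the 1 target of 96 that rose in the CZ over all genes, where 9 rose and 3 fell adjusted over the list alone and DESeq2 gave 6 and 3 (fry p = 0.149; camera p = 0.116 with an estimated correlation). The number was 4 without *dcl1-2* CZ replicate 1, 2 without wild-type CZ replicate 1 and 6 without wild-type CZ replicate 2. Of the targets of miR164, 2 of 3 rose in P3 (fry adjusted p = 0.0594), among them *CUC2* (GRMZM2G393433), a NAC gene of organ boundaries, from 10.0 ± 0.0465 to 29.8 ± 5.31 RPM (log2 1.64, SE 0.25, adjusted p = 9.3e-04 from edgeR). In P3 3 of 16 targets of miR156, 3 of 16 of miR396, 3 of 7 of miR390 (fry adjusted p = 0.204 for each) and 1 of 6 of miR160 (fry adjusted p = 0.442) also rose; without wild-type P3 replicate 1 the miR396 number was 6, and the miR160 target was lost without wild-type P3 replicates 1 or 2 or *dcl1-2* P3 replicate 2. Targets of miR159, miR319, miR167, miR168, miR171, miR172, miR393 and miR398 did not pass over all genes in P3. The *tas3a*, *tas3d* and *tas3i* transcripts have the same counts as the gene models GRMZM2G178686, GRMZM2G124744 and GRMZM2G512113. Where such a model is listed as a target of miR390, its result repeats that of the *tas3* transcript.

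Of the pathway genes by heading, those of primary miRNA biogenesis had a fry p of 0.250 in the CZ and 0.991 in P3, those of processing 0.130 and 0.209, of activity 0.384 and 0.336 and of target turnover 0.552 and 0.878; all pathway genes had 0.464 and 0.396. The 2 genes of miRNA turnover and the 2 precursors highest in the internode were too few to test as a set. In *dcl1-2* against wild type, KNOX genes had a fry p of 0.500 in the CZ and 0.126 in P3, regulators of meristem size 0.358 and 0.762, and YABBY and polarity genes 0.0886 and 0.463, and HD-ZIP IV genes 0.424 in the CZ.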
